# Gene Expression Patterns of Hemizygous and Heterozygous *KIT* Mutations Suggest Distinct Oncogenic Pathways: A Study in NIH3T3 Cell Lines and GIST Samples

**DOI:** 10.1371/journal.pone.0061103

**Published:** 2013-04-12

**Authors:** Jean-Baptiste Bachet, Séverine Tabone-Eglinger, Sophie Dessaux, Anthony Besse, Sabrina Brahimi-Adouane, Jean-François Emile, Jean-Yves Blay, Laurent Alberti

## Abstract

**Objective:**

Most gain of function mutations of tyrosine kinase receptors in human tumours are hemizygous. Gastrointestinal stromal tumours (GIST) with homozygous mutations have a worse prognosis. We aimed to identify genes differentially regulated by hemizygous and heterozygous *KIT* mutations.

**Materials and Methods:**

Expression of 94 genes and 384 miRNA was analysed with low density arrays in five NIH3T3 cell lines expressing the full-length human *KIT* cDNA wild-type (WT), hemizygous *KIT* mutation with del557-558 (D6) or del564-581 (D54) and heterozygous WT/D6 or WT/D54. Expression of 5 of these genes and 384 miRNA was then analysed in GISTs samples.

**Results:**

Unsupervised and supervised hierarchical clustering of the mRNA and miRNA profiles showed that heterozygous mutants clustered with KIT WT expressing cells while hemizygous mutants were distinct. Among hemizygous cells, D6 and D54 expressing cells clustered separately. Most deregulated genes have been reported as potentially implicated in cancer and severals, as ANXA8 and FBN1, are highlighted by both, mRNA and miRNA analyses. MiRNA and mRNA analyses in GISTs samples confirmed that their expressions varied according to the mutation of the alleles. Interestingly, RGS16, a membrane protein of the regulator of G protein family, correlate with the subcellular localization of KIT mutants and might be responsible for regulation of the PI3K/AKT signalling pathway.

**Conclusion:**

Patterns of mRNA and miRNA expression in cells and tumours depend on heterozygous/hemizygous status of *KIT* mutations, and deletion/presence of TYR568 & TYR570 residues. Thus each mutation of *KIT* may drive specific oncogenic pathways.

## Introduction

Gastrointestinal stromal tumors (GISTs) are the most frequent sarcomas [1], and are thought to be derived from intestinal cells of Cajal or precursors. Gain of function mutations of proto-oncogenes *KIT* or *platelet-derived growth factor receptor alpha* (*PDGFRA*) play a critical role in GIST pathogenesis [2], [3]. *KIT* mutations are found in 85% of GISTs, and 5–10% for *PDGFRA* mutations; both are mutually exclusive [4]. Most of the *KIT* mutations are within the exon 11 (60%) with more than 90 different mutations described [4], [5], [6], [7]. Among them, the most frequent one is a short deletion in the proximal part of exon 11, delWK557-558, accounting for 8% to 25% of *KIT* exon 11 mutations [5]. Imatinib mesylate (Glivec®, Gleevec®, Novartis, Basel), a KIT and PDGFRA tyrosine kinase inhibitor, is the first-line reference treatment in advanced GISTs and in adjuvant setting [8], [9], [10]. The mutational status of *KIT* or *PDGFRA* is highly predictive of clinical response to imatinib, and patients with *KIT* exon 11 mutations have a significant longer progression free survival and overall survival than patients with *KIT* exon 9 mutations or wild-type GIST [11], [12]. Most of the GISTs have heterozygous mutations but homozygous mutations have also been reported accounting from 5% to 15% and seems to be associated with a worse outcome [13], [14], [15].

The *KIT* gene is a type III receptor tyrosine kinase whose activation follows the binding of its specific ligand, the stem cell factor (SCF). Kinase activation of KIT results in a cascade of phosphorylation promoting cell growth and survival [16]. Interestingly, *KIT* exon 11 encodes an intra-cytoplasmic juxtamembrane domain which has an autoinhibitory function [17]. More particularly, two tyrosine residues (Tyr568 and Tyr570) in the juxtamembrane segment are the first to be phosphorylated and are implicated in activation of different signaling pathways as of the Src family kinases [18].

In GISTs, as in cellular models, normal trafficking of the KIT protein results in the predominant expression of the fully glycosylated 145 kDa form, which is expressed at cell surface. The 125 kDa precursor form is also observed at a weaker level and it is retained in the intracellular compartment due to its incomplete glycosylation [19], [20]. Extracellular binding of the SCF induces phosphorylation of the mature form. In contrast, *KIT* activating mutations are associated with a constitutive phosphorylation of the immature form in the intracellular compartment [19], [20]. However distinct signaling pathways were recently reported to be activated according to the subcellular location of heterozygous or homozygous KIT mutations [21]. While most of the patients have heterozygous mutations [6], [19], [20], [21], [22], we have developed one of the rare model of GIST with NIH3T3 cell lines containing heterozygous mutations. We took advantage of this model to perform a large scale analysis of GISTs signaling pathways according to allelic status of two of the most frequent exon 11 mutations.

In the present work, we combined several high throughput analyses on hemi- or heterozygous *KIT* mutated cell lines as well as on GISTs samples. We demonstrated that the status of zygosity as well as the type of exon 11 mutation, in cell lines or in GISTs samples, possessed distinct gene expression and miRNA profiles. Interestingly, the heterozygous cell lines clustered more likely with wild-type cells than with hemizygous ones, thus decreasing importance of the mutated allele when coexpressed with the wild-type.

## Materials and Methods

### Reagents and Antibodies

Recombinant human SCF (rhSCF) used for the assays was purchased from R&D Systems and CHO-SCF, used for the culture, was a kind gift from P. Dubreuil. Imatinib mesylate was kindly provided from Novartis. The rabbit polyclonal anti-KIT antibody (clone A4502) was used for western blot, and the phycoerythrin-conjugated mouse monoclonal anti-KIT antibody (clone1045D2) for flow cytometry analysis (both from Dako, Trappes, France). The anti-phosphotyrosine 703 of KIT, used for western-blot and immunocytofluorescence analysis, were purchased from Clinisciences (Montrouge, France). Secondary-HRP antibodies (Dako) were used in western-blotting experiments.

### Production of Recombinant Viruses and NIH3T3 Infection

NIH3T3 cell lines (ATCC N°CRL-1658) expressing the full-length human *KIT* cDNA (GNNK isoform) wild-type (WT) or with either homozygous mutations (del557-558 = D6, or del564-581 = D54 mutation), or heterozygous mutations (WT/D6 or WT/D54) were previously described [19], [21]. Briefly, WT or mutated *KIT* were inserted in oncological vector pLNCX (Clontech®) and MigR1, respectively [23]; both retroviral vectors including the same cytomegalovirus promoter.

The plasmids containing WT and/or mutated *KIT* were transfected in 293T cells. The media containing virus was then harvested and used to infect NIH3T3 cells (multiplicity of infection of 0.5). NIH3T3 cells with the pLCNX vector were selected with geneticin for 7 to 10 days before being isolated and amplified. NIH3T3 cells with the MIGR1 vector were amplified for 48 h after infection and green fluorescent protein-positive cells were sorted.

A NIH3T3 cell line expressing the empty MigR1 vector was produce as control and was called MIGR.

### Cell Culture and Proliferation Study

NIH3T3-infected cells were cultivated in DMEM with 10% newborn calf serum (Life Technologies®), 2% penicillin/streptomycin, and 50 ng/ml of CHO-SCF so that the growths of wild-type and mutant forms were equivalent. CHO-SCF was removed during starvation performed before the assays. Recombinant human SCF (rhSCF) used for the assays was purchased from R&D Systems®.

### High Density Arrays (Codelink®)

Codelink® Whole Mouse Genome Bioarrays (GE/Amersham) of one sample of WT, D6, D54, WT/D6, WT/D54 and MIGR NIH3T3 cells cultivated in the three different conditions SCF+, SCF− and imatinib were used for the analysis of differential gene expression. These microarrays contain 3.3×10^4^ single-stranded 30-mer oligonucleotide probes for mouse genes and transcribed sequences.

For the experiment, the various NIH3T3 KIT expressing cell lines were seed at 1 million per 6 cm plate in complete medium without SCF and keep in this condition during one night (16 hours). Then, the cells were incubated for 24 hours with or without rhSCF and/or imatinib as indicated.

Before RNA extraction, cells were detached following a classical trypsine protocol (Invitrogen®), washed two times in cold PBS (Invitrogen®) and finally freezed at −80°C without supernatant.

Total RNA of NIH3T3 cells were extracted according to the manufacturer’s protocol using TRIzol® method (Invitrogen®, Carlsbad, CA). RNA quality was controlled by spectophotometry using ND-1000 Nanodrop® and by microchips on Agilent bioanalyzer 2100 (Agilent® Technologies, Palo Alto, CA, USA). Then, for high density microarrays, total RNA (100 ng) were amplified and biotin-labeled by in vitro transcription (IVT) with a MessageAmp™ II-Bacteria RNA Amplification Kit (Ambion/Applied Biosystem®). Before amplification, spikes of synthetic mRNA at different concentrations were added to all samples; these positive controls were used to ascertain the quality of the process.

Ten micrograms of biotinylated cRNA was fragmented and hybridized onto Codelink® Whole Mouse Genome Bioarrays (GE/Amersham) for 18 hours at 37°C at 300 rpm in an incubator. The slides were washed and stained with streptavidin-cy5 (GE Healthcare) according to the manufacturer’s protocol. The slides were scanned using a Genepix® 4000B scanner (Axon, Union City, USA) and Genepix® software, with the laser set at 635 mm, the laser power at 100%, and the photomultiplier tube voltage at 60%.

The scanned image files were analyzed using CodeLink® expression software, version 4.2 (GE Healthcare), which produces both a raw and normalized hybridization signal for each spot on the array. The relative intensity of the raw hybridization signal on arrays varies in different experiments. CodeLink® software was therefore used to normalize the raw hybridization signal on each array to the median of the array (median intensity is 1 after normalization) for better cross-array comparison. The threshold of detection was calculated using the normalized signal intensity of the 100 negative control samples in the array; spots with signal intensities below this threshold are referred to as “absent”. The complete set of raw and normalized data is available at the GEO database under accession number GSE33968.

Selections of genes were performed by comparisons between group1 and group2 or group1 and group3 … Each sample from one group was compared with each sample from others groups, and only genes showing a variation of average fold change ≥2 were retained. A gene was considered only if it met the above criteria in all comparisons and if the detected signal was above the background for at least one of the compared tumor groups, thereby carrying a statistically significant absolute call ‘present’ or ‘marginal’ in all samples. The retained genes of interest were listed and classified according to their biological functions on the basis of the Gene Ontology Consortium using Ingenuity® Pathway Analysis (Mountain View, CA).

### Taqman® Low Density Arrays Gene Expression

For low density arrays, RNA was extracted as for high density array. Then, 5 µg of RNA was submitted to reverse transcriptase using High-capacity cDNA Archive kit (Applied Biosystems®). As control, screening of WT and/or D6 or D54 *KIT* exon 11 was performed by length analysis of polymerase chain reaction products in all cell lines (MIGR, WT, D6, D54, WT/D6, WT/D54 NIH3T3) [24].

The 94 genes of interest and one stable mRNA (*MYH9*) were chosen after analysis of high density arrays. Microfluidic cards performing high-throughput Taqman®-based PCR assays, called Taqman® Low Density Arrays (TLDA), of these 95 selected genes were obtained from Applera®, Courtaboeuf. Each RNA sample was independently obtained after cells culture in specific condition, total RNA extraction with TRIzol®, and cDNA production. In condition SCF+, three complete replicates of WT, D6 and D54 NIH3T3, and two complete replicates of WT/D6 and WT/D54 NIH3T3 were obtained. In condition imatinib (rhSCF +1 µM imatinib), two complete replicates of WT, D6, D54, WT/D6 and WT/D54 NIH3T3 were produced. For MIGR NIH3T3, two complete replicates in condition SCF+, SCF− and imatinib were obtained. Real-time quantitative PCR on TLDA were done with the Abi Prism® 7900HT sequence detection system.

### Analysis of miRNA Using TLDA

Total RNA was extracted from pelleted cell lines using TRIzol® method, according to the manufacturer’s instructions (Invitrogen®, Carlsbad, CA). 500 ng of total RNA were subjected to the microfluidic PCR technology performed by Applied® Biosystems. We obtained cDNAs complementary to 384 identified miRNAs using a pool of looped miRNA-specific RT primers, according to the Megaplex® RT reaction protocol. PCR quantification was performed using a TaqMan® MicroRNA Array (TLDA human pool A array) allowing the independent amplification of these 384 miRNA. Q-PCR was performed using a 7900 Sequence Detection System, which calculated the threshold cycle, or Ct (plate by plate manual Ct analysis with a threshold at 0.25, and automatic baseline).

### TDLA Data Normalisation, mRNA and miRNA Analyses

For mRNA analysis, results, expressed as N-fold differences in target gene expression relative to the normalization gene, and termed "Ntarget", were determined as Ntarget = 2Δ^Ctsample^, where the Δ^Ct^ value of the sample was determined by subtracting the average Ct value of the target gene from the average Ct value of the normalization gene (plate by plate manual Ct analysis with a threshold at 0.25 and automatic baselines). We tested different methods of normalization since the “pseudo” stable *MYH9* gene plotted in each card was not stably expressed in our different samples. Normalisation with the four most stable mRNAs identified in GeNorm (*Smc1a, Usp33*, *Nsmaf* and *Rabep1*) was not optimal too. Finally, a global normalization by the median was chosen for its reliability over experiments. Distribution of normalized data was checked with box plots and correlation plots.

For each mRNA, the threshold cycle (Ct) was calculated with the RQ Manager 1.2 software (Applied Biosystems®). Data manipulations were done using R scripts and automated Excel sheets. A cut-off at 35 Ct was applied to discard late Ct values. For each TLDA, quality controls were performed on the raw data by checking internal controls and using box plot and scatter plot diagrams. Samples with any kind of problems were discarded so they would not introduce bias during the global normalization procedures. The following formula was used to correct Ct values of every card:
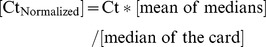

Through this approach, the new median value shared by all samples can be considered as a sort of perfect “virtual housekeeping gene”. Therefore the standard ΔΔCt method can be used to determine the relative quantities as follows:
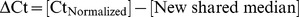

For the ΔΔCt calculation, as described previously [25], it was more relevant for the statistical analyses to use the mean of all ΔCt obtained across samples for each mRNA, instead of using the ΔCt of a reference sample:
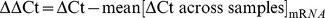

The same methodology was used for miRNA analysis.

For statistical analysis, normalized relative quantities data were directly input into the TIBCO Spotfire® DecisionSite for Functional Genomics analysis software. Data of interest were then used as variables in a two dimensional principal component analysis (PCA) performed with R 2.9.0 package to demonstrate their capabilities to distinguish the different cell lines. PCA supplies a simplified two-dimensional picture to our multivariate dataset of mRNA RQ values. By mathematical combination of values according to their strength, two principal components are created that represent as much as possible the variability of the data.

### GISTs miRNA and mRNA Analyses

For mRNA analysis, we quantified 5 mRNA (*ANXA8*, *FBN1*, *GALNTL4*, *MFAP5* and *RABEP1)* of the highlighted genes in the gene expression analysis of our cell lines in 4 WT-GIST, 5 *PDGFRA* mutants and 7 *KIT* mutants. Samples were formalin-fixed paraffin-embedded tumors. 100 ng of total tumoral RNA were used for each single qPCR reaction. Reverse transcription was performed using the high capacity cDNA reverse transcription kit (Applied Biosystems®) according to the manufacturer’s instruction. To verify the efficacy of provided random primers, specific reverse transcription was simultaneously performed with gene’s specific primers at a final concentration of 0.5 µM. qPCR reactions were performed using custom 96-well plates TaqMan® Gene Expression Assay following the program of heating to 95°C for 10 minutes and 40 cycles of 15 seconds at 95°C and 1 minute at 60°C. Assays are summarized in table 1.

**Table 1:** mRNA analysis in GIST samples: details of selected genes.

Gene name	Assay reference	Specific primers sequences (5′ ->3′)
*18S*	Hs99999901_s1	GCCCGCTCCCAAGATCCAACTACGA
*ANXA8*	Hs00179940_m1	GCGATCTGCTGCCGCTGCGT
*ETV6*	Hs01045742_m1	AACTCATTTTCAGCCCACTT
*FBN1*	Hs00171191_m1	TGACCAGATGGGCAAGTGCA
*GALNTL4*	Hs00289325_m1	GCACTGCAGCTGTTTCCTGA
*MFAP5*	Hs00185803_m1	CGATGCACAGAGTAGAGCCT
*RABEP1*	Hs00388983_m1	GCTGCTGTTGTGCACGTAAA

Data normalization: A cut-off of 37 was applied to discard late Ct values. As the recommended *18S* normalization gene was found very variable in our experiments (standard deviation of 5.5 Ct), normalization was performed using the *ETV6* gene (standard deviation of 1.5 Ct) shown as stable on cell lines’ experiments. We calculated the mean Ct for ETV6 on all our experiments and used this value to determine tumor-specific correcting factors F, with i genes and j patients:
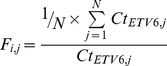

Ct values were then corrected for each tumor and ΔCt values were calculated as follows:
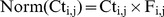

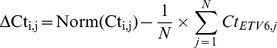

For miRNA analysis, 20 patients diagnosed with GIST were included in this study. Groups were formed regarding to the kind of mutations harbored, regardless to any other variable. However, as no homozygous *KIT* mutated sample was available in this first mRNA analysis, we performed a second analysis of miRNA profiling on a new serie of GISTs; all are mutated on the exon 11 with 6 of homozygous and 13 heterozygous. Groups were formed regarding to the homozygous or heterozygous status of exon 11 *KIT* mutation, regardless to any other variable. Both histological and molecular analyses were performed at the Centre Léon Bérard in Lyon. Samples were formalin-fixed paraffin-embedded tumors. For tumor fragments, two phenol/chloroform extractions were performed with a DNAse step in between. miRNA profiling was performed using the TLDA platform and the human 384-microfluidic card A. As described for miRNA analysis form cell lines, the same method was used for the ΔΔCt calculation and the statistical analysis [25].

### Statistical Analyzes

We performed univariate and multivariate logistic regression analyses to examine the relationship between the clinical data and the homozygous/heterozygous status. We studied multiple factors: age, gender, tumor size, mitosis, necrosis, risk of relapse, histology type, primitive location, kit immunohistochemistry and kit intracellular locations (Golgi, membrane, cytoplasm). Quantitative variables (age, tumor size, mitosis) were categorized. The different cutoffs used to create two groups for each factor were: 60 years (age), 6 cm (tumor size), 2 (mitosis). Furthermore, Fisher's exact test was used for the 2-categorical variables (age, gender, tumor size, mitosis, kit intracellular locations).

### Ethics Statement

Patients with GISTs of this study were included in the MolecGIST study which is a prospective population-based study of GISTs. Participants in MolecGIST provide their verbal informed consent to participate in this study after reading an information note.

Patients were informed that molecular analyses from the tumor would be conducted within the framework of the study. These analyzes relate only to the resected tumor sample in the context of routine care and no additional sample was collected in this study. In the absence of germline analysis on the patient himself, a written consent was not requested by the French ethical committee.

The process of information and oral consent was not documented, because it was not required by the ethical committee. Details concerning the study are publicly available on http://www.gist-france.org/tumeur.html#tumeur since April 6^th^ 2006.

MolecGIST was approved by French ethical committee: "Comité pour la Protection des Personnes se prêtant à des Recherches Biomédicales" (CPPRB, Committee for the Protection of Persons suitable for Biomedical Research) Saint Germain en Laye #06029, April 24th 2006.

Informed consent was obtained from all patients.

## Results

### High Density Arrays (Codelink®)

The gene expression profiles of the cell lines were first performed to a high density. 

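RNA of 6 NIH3T3 mouse fibroblast lines was measured on 24 arrays, with 1 array for each line in each of 4 culture conditions. The lines carried human KIT in its WT, D6 or D54 form alone, WT together with D6 or D54 (the heterozygous lines), or the empty MigR1 vector (MIGR). After 16 hours of starvation the cells were kept for 24 hours with 100 ng/ml rhSCF (SCF+), without it (SCF−), or with rhSCF and the kinase inhibitor imatinib at 1 µM or 5 µM. The methods name a single imatinib condition for these arrays, and the pair of doses comes from the sample labels. CodeLink arrays carry short oligonucleotide probes to which labelled copies of the RNA bind. The authors' software divided the raw intensity of each spot by 1 factor per array (24.3 to 36.2), and marked each spot as good or as near the background of negative controls. Each array held 36227 spots, of which 53.8% to 59.4% were marked good (median 57.1%), and the median raw intensity, slightly above that factor on every array, was 25.7 to 38.0. Across probes, the profiles of any pair of arrays correlated with an r of 0.946 to 0.988. A single mouse gene symbol was given for 21615 spots, several symbols for 681 and none for 13931, and genes are named here only through spots with 1 symbol. Spots marked irregular, contaminated, masked or P were left out of the tests (0.894% of values). Log2 normalized intensity was tested with limma for the 22954 probes marked good on at least 4 arrays, and p-values were adjusted by the Benjamini-Hochberg method. As no condition of a line was repeated, the 4 conditions served as the repeats of a line, and the 5 KIT lines as the repeats of a condition. Each line was 1 infected population, so the p-values measure the spread between these cultures. WT KIT was introduced with pLNCX and geneticin selection, and mutated KIT with MigR1 and sorting of fluorescent cells. Lines with a WT allele therefore differ from the hemizygous lines in vector and selection as well as in KIT, and the number of arrays limits the precision of every comparison.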

The aim of this analysis was to identify the most relevant genes that characterized the different c-kit cell lines and then to validate them by TLDA analysis. 

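In SCF+, Ccn5 (formerly Wisp2), a secreted matricellular protein, was 4.94-fold higher in the hemizygous lines than in WT cells, given as the smaller of the D6 and D54 folds, while in SCF− D6 lay below WT (normalized intensity 9.98 against 11.8) and D54 above it (40.4). Thbs1, the matrix glycoprotein thrombospondin 1, was 3.90-fold higher in SCF+, but in imatinib 1 µM it was lower in both hemizygous lines (normalized intensity 9.70 in D6 and 4.73 in D54, against 10.4 in WT), in imatinib 5 µM too (3.63 and 0.907, against 5.51), and in SCF− it was near background in D54 cells (0.548) and at 6.68 in D6, against 5.68 in WT. Ogn, the small proteoglycan osteoglycin, was near background in WT cells and at least 1.92-fold higher in either hemizygous line. The neural cell adhesion molecule Ncam1 was so by at least 3.45-fold on 1 of its probes only, while on another, good on these 3 arrays, its normalized intensity was 1.26 in WT, 1.47 in D6 and 1.59 in D54. These bounds set the line nearer to WT against the lowest signal of a good spot on the array near background, or against the signal there where that was higher. In imatinib 1 µM the normalized intensity of Ogn was 3.18 in WT, 3.17 in D6 and 3.22 in D54. That of Ncam1, on the probe with the bound, was 3.14, 3.02 and 3.36 in the same order. In SCF− and imatinib 5 µM both genes had higher intensities in D6 and D54 than in WT. Of the genes lower in the hemizygous lines, Tafa5 was 3.40-fold lower by 1 of its probes. Cox7b2 and Car2, which encodes a carbonic anhydrase, were near background in D6 and D54 cells, and were at least 12.6-fold and 2.59-fold lower in either. With a fold of at least 2 in the same direction in D6 and in D54, and a normalized intensity above 1.3 on at least 1 of the 3 arrays, 97 probes were selected. They held 60 gene symbols, and 73 probes were higher and 24 lower in the hemizygous lines. There was 1 array per line, so these folds have no replicate check. Of the 97 probes, 65 (67.0%) were near background on an array, and 45, 51 and 47 kept their direction in both hemizygous lines in SCF−, imatinib 1 µM and imatinib 5 µM. The probes were selected on the WT array in SCF+, so other arrays lie away from it in the same direction too. The median log2 difference from WT, in the selected direction, was 0.93 in WT/D6 and 0.97 in WT/D54. It was 1.34 in D6, 1.63 in D54 and 1.46 in MIGR cells without introduced KIT. In each heterozygous line 48 probes differed by at least 2-fold in the selected direction. In MIGR cells 69 of the 97 probes did so. The D6 and D54 folds share the WT array. Above the minimum intensity, lists of the observed sizes (104 higher and 51 lower in D6, 185 higher and 121 lower in D54) would share 1.09 higher and 0.351 lower probes if independent, while unchanged simulated arrays set against 1 shared array gave a mean of 45.3 selected probes (highest 268 in 100 simulations). The covariance of the log2 ratios was 0.182 and the simulated one 0.101, so part of the shared selection may come from the WT array.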

From the complete set of raw (GEO database GSE33968), we selected genes differentially expressed between WT and hemizygous samples grown in the SCF+ condition, whose fold change was superior or equal to 2 and whose expression for at least one of the sample was greater than 1.3 (commonly admitted threshold for low density arrays). We then selected 83 and 126 genes more, that were differentially expressed between D6 and D54 cell lines (fold change ≥2; gene amplification >1.3), in SCF+ or SCF− condition, respectively. 

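In SCF+, the secreted matrix protein Spon2 was 2.67-fold and the phospholipid-binding annexin Anxa8 2.66-fold higher in D54 than in D6 cells. Ptn, a heparin-binding growth factor, was near background in D6 cells and at least 2.84-fold higher in D54 cells. In SCF−, the RNA-binding protein Zfp36l2 was 7.14-fold, the actin-binding protein Lasp1 4.86-fold, Il6st, the gp130 receptor subunit of the interleukin 6 family, 4.28-fold and the receptor Sirpa 3.96-fold higher in D6 cells. Thbs1 and the hyaluronan receptor Cd44 were near background in D54 cells in SCF−, and were at least 12.2-fold and 2.93-fold higher in D6 cells. The same rule (a fold of at least 2 and a normalized intensity above 1.3 on at least 1 of the arrays) selected 73 probes with 42 gene symbols in SCF+, 36 higher in D54 and 37 higher in D6. In SCF− it selected 109 probes with 73 gene symbols, 53 higher in D54 and 56 higher in D6. Both selections held 13 probes, all in the same direction. Each fold sets a single array against another, and the other conditions are the only repeat. Of the 73 probes, 26 kept their direction in all 4 conditions, 6 of them at 2-fold or more, and of the 109 probes 62 did, 6 of them at 2-fold or more. In imatinib 5 µM and 1 µM, 86.2% and 85.3% of the probes selected in SCF− kept their direction, against 63.0% and 57.5% of those selected in SCF+. Of the probes selected in SCF− 65.1% kept their direction in SCF+, and of those selected in SCF+ 72.6% did in SCF−. Within 1 line, the rule selected 60 (MIGR) to 684 (WT) probes between the doses of imatinib, with a median of 135 over the 6 lines. Near background on an array were 43 of the 73 probes (58.9%) and 34 of the 109 (31.2%). Without a minimum intensity 5584 and 5755 probes were selected, and with a fold of at least 3 the rule selected 28 and 30.

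**Figure D1:**
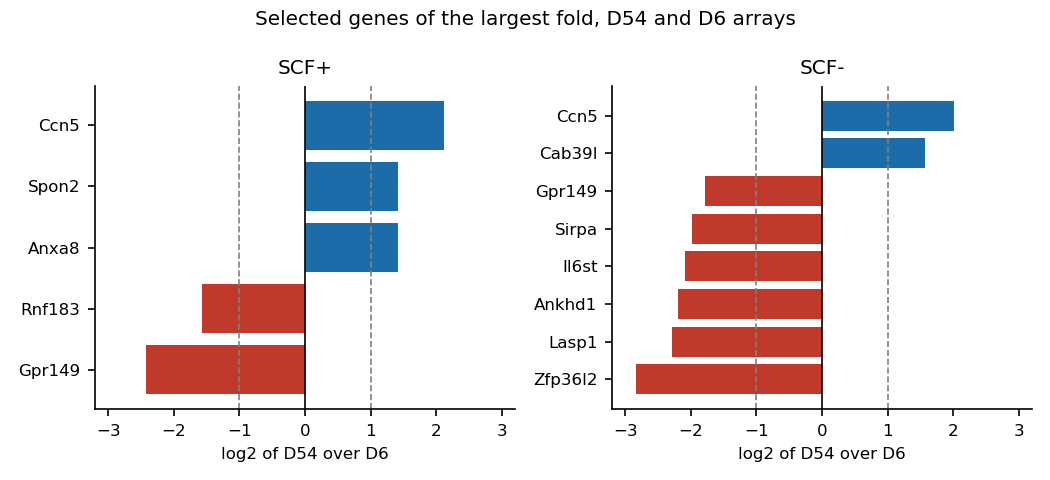
Log2 of the normalized intensity in D54 over that in D6 (horizontal axis) for the selected genes of largest fold that were above background on both arrays, in SCF+ (left) and in SCF− (right). Each bar is 1 probe on 1 array per line, blue where D54 was higher and red where D6 was higher, and dashed lines mark a 2-fold difference. Ccn5 and Gpr149 appear in both panels on the same side.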

Finally we obtained a list of 235 genes of which 94 were available for Taqman® low density array (Applied®).

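The matricellular gene Ccn5 was in all 3 selections. Gpr149, which encodes an orphan G protein-coupled receptor, was selected between D6 and D54 cells both with and without SCF, and Thbs1 between WT and hemizygous cells in SCF+ and between D6 and D54 cells in SCF−. Of the probes that separated WT from hemizygous cells, 9 were also selected between D6 and D54 cells in SCF+ and 8 in SCF−. Together the selections held 255 probes with 155 gene symbols. Asking for a difference from WT in either hemizygous line in place of both gave 468 probes, a fold of at least 3 gave 77, and dropping the minimum intensity gave 10786. Which of these genes had a Taqman assay was not analysed here. The paper used these selections to choose the genes that were measured again on low density arrays.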

### TLDA and Gene Expression Profiles

The mRNA expression profiles of the various cell lines were performed using low density array on the 94 selected genes. Firstly, to eliminate possible non specific mRNA, we performed unsupervised hierarchical clustering of MIGR NIH3T3 samples cultivated in the three different conditions (SCF+, SCF−, imatinib). Using ANOVA tests with *p*-values of 0.05, mRNAs which were statistically differentially expressed in MIGR NIH3T3 samples were considered non specific of KIT pathways and were excluded for further analysis. Then, we performed unsupervised hierarchical clustering to classify WT, D6, D54, WT/D6, WT/D54 NIH3T3 samples by groups. The selection of mRNAs useful to differentiate cell line samples under SCF+ or imatinib conditions was statistically realized using ANOVA tests with *p*-values of 0.05 at least. Upon SCF treatment, an unsupervised hierarchical clustering based on Euclidian distance revealed that heterozygous mutants clustered together with WT cells, whereas hemizygous mutants were distinct from WT cells and heterozygous mutants (Figure 1A). In the presence of 1 µM imatinib, an unsupervised hierarchical clustering also shown that heterozygous mutants clustered together with WT cells. By contrast, D6 and D54 hemizygous mutants were clustered distinctly from each other and segregated also differently from heterozygous mutants and WT cells (Figure 1B).

**Figure 1:**
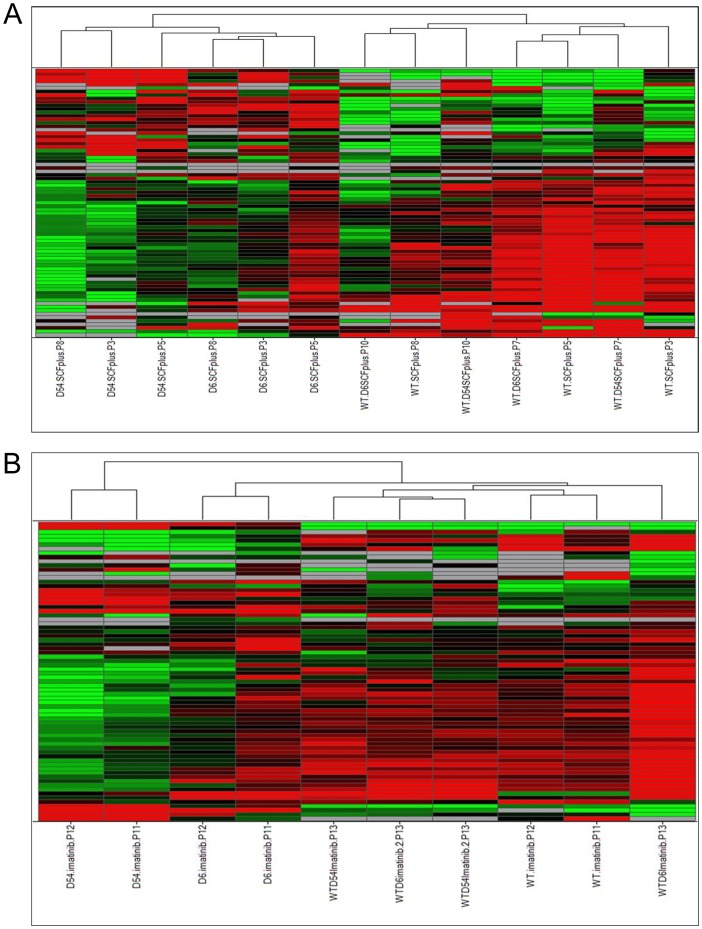
Unsupervised Hierarchical clustering of mRNA expressions in cell lines. A/upon SCF treatment, or B/with imatinib treatment. Each row represents the relative levels of expression of each mRNA and each columm shows the expression levels for each sample. The red or green color indicates relatively high or low expression, respectively, while grey squares indicate absent data points (WT, wild-type *KIT*; D6, D6 *KIT*; D54, D54 *KIT*; WT/D6, WT *KIT* and D6 *KIT*; WT/D54, WT *KIT* and D54 *KIT*).

Thereafter, we performed a supervised hierarchical clustering following an ANOVA (*p*<0.04) between the five transfected cell lines. The clustering confirmed proximity of WT and heterozygous mutants’ profiles upon SCF stimulation, while hemizygous mutants were still distinct (Figure 2A). Again, in the presence of 1 µM imatinib, hemizygous mutants were clustered separately and distinct from WT cells and heterozygous mutants, but heterozygous mutants were slightly distinct from WT cells (Figure 2B).

**Figure 2:**
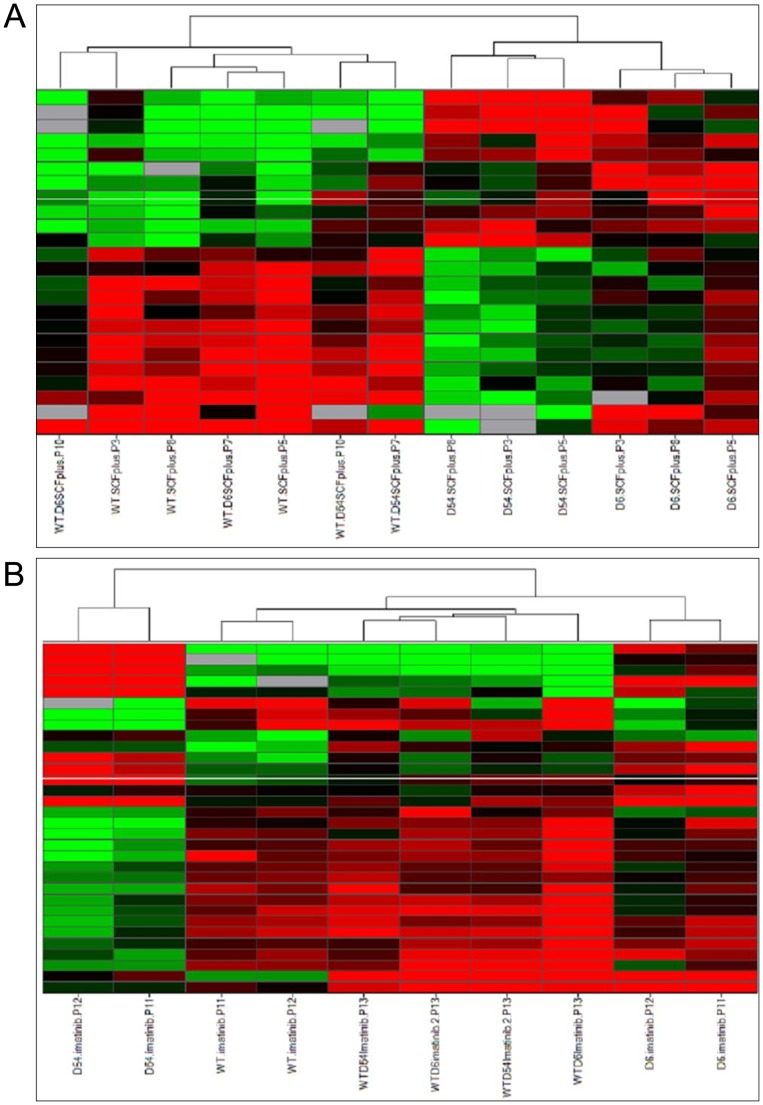
Supervised Hierarchical clustering of mRNA expressions in cell lines following an ANOVA. A/upon SCF treatment or B/with imatinib treatment. Each row represents the relative levels of expression of each mRNA and each columm shows the expression levels for each sample. The red or green color indicates relatively high or low expression, respectively, while grey squares indicate absent data points (WT, wild-type *KIT*; D6, D6 *KIT*; D54, D54 *KIT*; WT/D6, WT *KIT* and D6 *KIT*; WT/D54, WT *KIT* and D54 *KIT*).

Using a statistical analysis based on principal composant analysis, we selected 23 genes which were frequently deregulated between WT cells *vs* heterozygous *vs* hemizygous mutants: *Anxa8, Farp2, Fbn1, Galntl4, Gpr149, Ifi47, Mfap5, Ncam1, Nf1, Olfr30, Ptx3, Rabep1, Rgs16, Riok1, Runx1t1, Slit3, Thsb1, Trim66, Ulk1, Upp1, Usp33, Wisp1, Wisp2*. This mathematical procedure assigned for each contributory mRNA in transfected cell lines a new coordinate system, composed of two coordinates, which allow to study the variability between a set of variables. The results were consistent with those of unsupervised and supervised hierarchical clustering. In the SCF+ condition, heterozygous mutants and WT cells were localized in the same area whereas samples of each hemizygous mutant were independently pooled (Figure 3A). In the presence of imatinib, four different groups of cell lines were clearly individualized: WT cells, heterozygous mutants, D6 and D54 mutants (Figure 3B).

**Figure 3:**
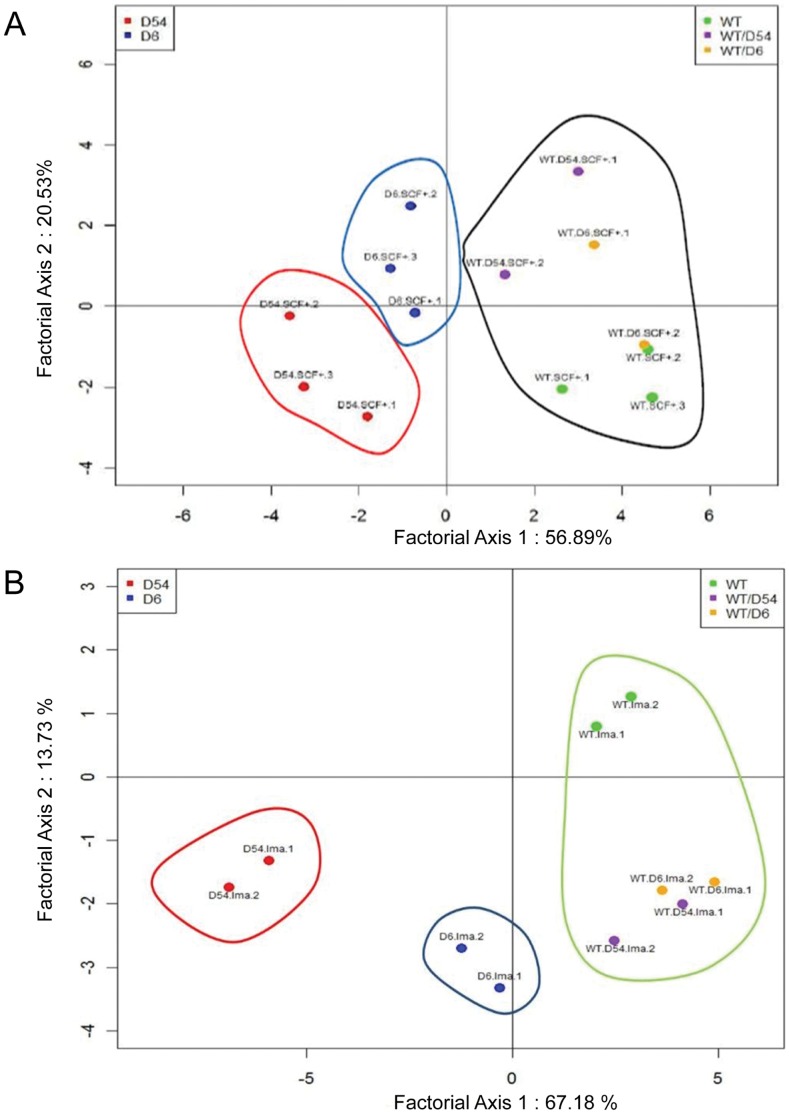
Principal component analysis (PCA) diagram of the 23 selected genes. A/upon SCF treatment or B/with imatinib treatment. PCA of mRNA selected genes in NIH3T3-infected cell lines as a tool to determine their capabilities to distinguish the different cell lines (WT, wild-type *KIT*; D6, D6 *KIT*; D54, D54 *KIT*; WT/D6, WT *KIT* and D6 *KIT*; WT/D54, WT *KIT* and D54 *KIT*).

### miRNA Expression on KIT-expressing NIH3T3 Cells Classify Samples According to the Mutation Type and to the Presence of an Additional Wild-type Allele

We then performed miRNA profiling on the *KIT* expressing WT, D6, D54, WT/D6 and WT/D54 cell lines. We first eliminated unspecific miRNA by identifying deregulated miRNA upon transfection. Hence, 61 miRNAs were differentially expressed in NIH3T3 and MIGR cell lines (ANOVA test *p*<0.01). Among the 384 tested miRNA, 184 were deregulated by KIT expression in these cell lines. Finally, although a moderate significance of the ANOVA test between WT and mutant cell lines (p<0.07) due to the high background of NIH3T3 cell lines, 11 miRNA were specifically related to the presence of a hemizygous or heterozygous *KIT* mutation: miR-19b, miR-26a, miR-26b, miR-28-3p, miR-29a, miR-29b, miR-100, miR-192, miR-218, miR-222, and miR-708.

An unsupervised hierarchical clustering revealed that upon SCF stimulation WT cells were branched to the heterozygous mutants group (Figure 4A). Hemizygous cell lines clustered separately, which is consistent with our previous gene expression analysis. Upon imatinib treatment, the miRNA profile of D6 cells get together with the WT/D6 mutant. WT cells were still branched to the heterozygous cell lines, while D54 cells remained separated (Figure 4B).

**Figure 4:**
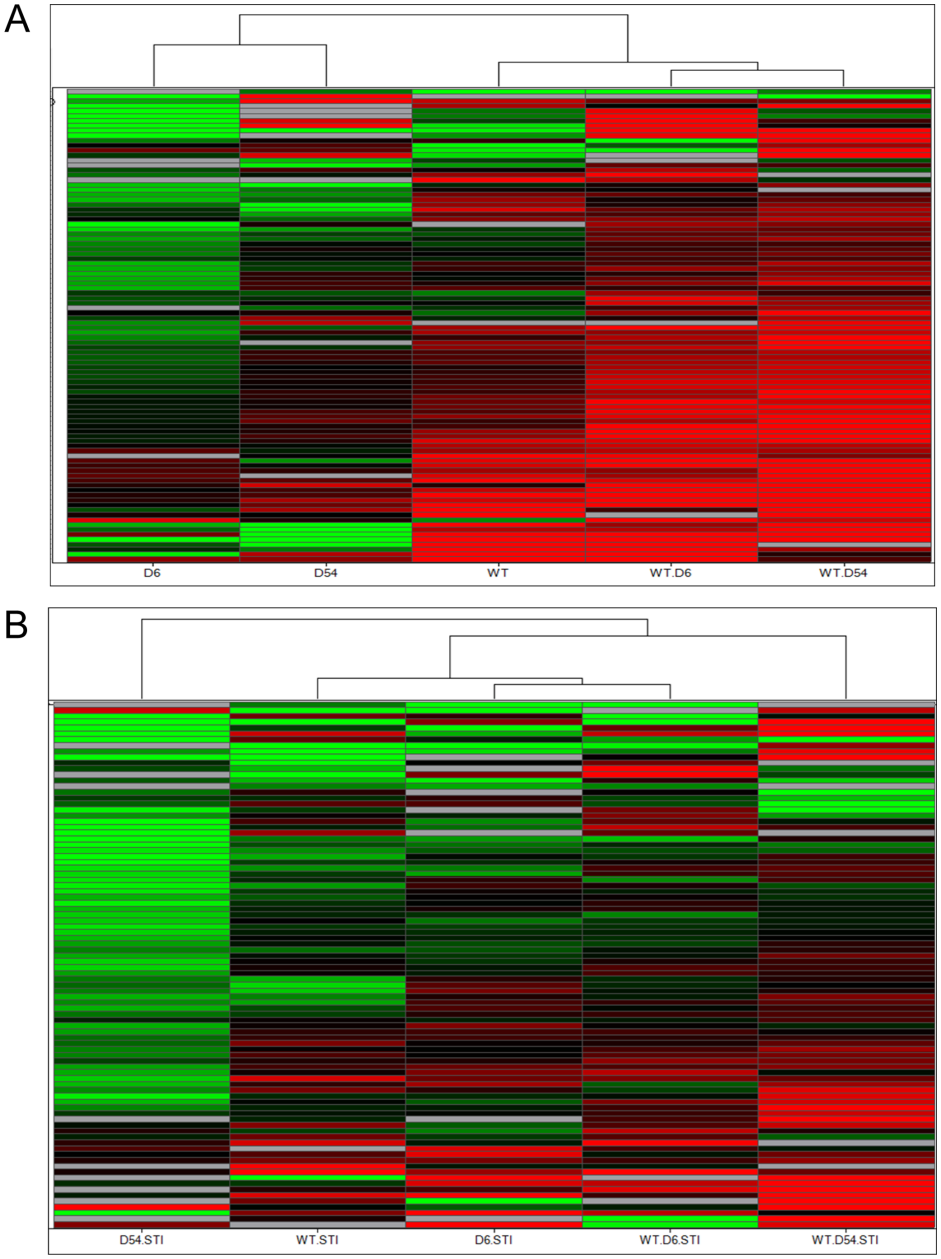
Unsupervised hierarchical clustering of miRNA expressions in cell lines. A/upon SCF treatment or B/with imatinib treatment. Each row represents the relative levels of expression of each miRNA and each columm shows the expression levels for each sample. The red or green color indicates relatively high or low expression, respectively, while grey squares indicate absent data points (WT, wild-type *KIT*; D6, D6 *KIT*; D54, D54 *KIT*; WT/D6, WT *KIT* and D6 *KIT*; WT/D54, WT *KIT* and D54 *KIT*).

Supervised hierarchical clusterings were then performed using an ANOVA test at 5% between hemizygous and heterozygous cell lines. As a supervised analysis required groups, the WT cell line was added following the ANOVA test. We observed that untreated WT cells clustered with heterozygous cells while hemizygous cell lines clustered separately, leading to a clustering similar to Figure 5A. After imatinib treatment, hemizygous appeared as a define group (Figure 5B). WT and WT/D6 cells were enclosed together, while WT/D54 cells were separated.

**Figure 5:**
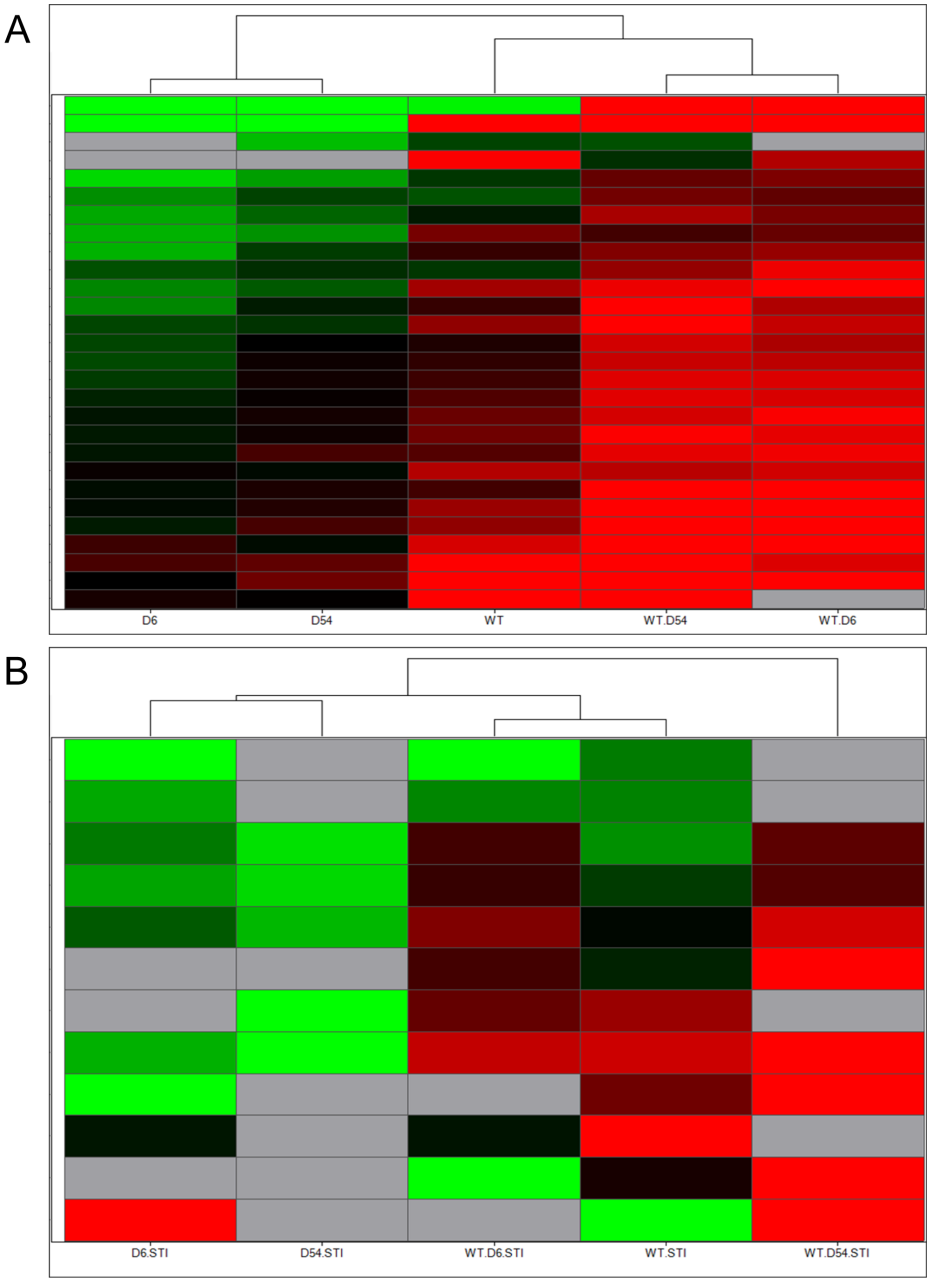
Supervised hierarchical clustering of miRNA expressions in cell lines following an ANOVA. A/upon SCF treatment or B/with imatinib treatment. Each row represents the relative levels of expression of each miRNA and each columm shows the expression levels for each sample. The red or green color indicates relatively high or low expression, respectively, while grey squares indicate absent data points (WT, wild-type *KIT*; D6, D6 *KIT*; D54, D54 *KIT*; WT/D6, WT *KIT* and D6 *KIT*; WT/D54, WT *KIT* and D54 *KIT*).

### miRNA and mRNA Expression Patterns of GIST Classify Tumors Mainly According to their Mutational Status

To confirm the relevance of the molecular signatures found in our vitro model we analyzed the profiles of GIST samples whose clinical and molecular characteristics are detailed in Table 2.

**Table 2:** Characteristics of GISTs included in miRNA and mRNA analyses.

Tumor reference	Anatomic site	Risk ofrelapse*	Sex	Age(years)	*KIT* Exon 9 mutation	*KIT* Exon 11mutation	*PDGFRA* Exon 18 mutation	*PDGFRA* Exon 10 mutation
F1511^•▴^	rectum	high	M	70	WT	WT	WT	wt
F1521^•▴^	stomach	moderate	M	69	WT	WT	WT	−
F1522^•▴^	small intestine	moderate	M	42	WT	WT	WT	wt
F1529^▴^	small intestine	moderate	F	75	WT	WT	WT	−
F1507^•▴^	peritoneum	high	M	53	WT	WT	D842V	−
F1508^▴^	−	high	M	67	WT	WT	D842V	−
F1525^•▴^	peritoneum	high	F	69	WT	WT	D842V	−
F1526^•▴^	stomach	moderate	F	86	WT	WT	D842V	−
F1527^•^	−	−	F	71	WT	WT	D842V	−
F1528^•^	stomach	low	M	80	WT	WT	D842V	−
F1524^•▴^	stomach	low	M	70	WT	WT	WT	poly
F1535^•^	small intestine	high	M	67	mutated	WT	WT	−
F1537^•▴^	small intestine	moderate	F	69	mutated	WT	WT	−
F1538^•▴^	small intestine	low	M	83	mutated	WT	−	−
F1539^▴^	small intestine	low	F	65	mutated	WT	WT	−
F1540^▴^	mesentery	high	F	65	mutated	WT	WT	−
F1541^•▴^	−	−	M	80	mutated	WT	WT	−
F1550^•^	stomach	low	F	51	WT	W557R	WT	−
F1551^•^	stomach	low	F	48	WT	Del557-560	WT	−
F1552^•^	stomach	low	M	68	WT	Dupl575-588	WT	−
F1553^•^	stomach	moderate	M	75	WT	Dupl578	WT	−
F1554^•^	stomach	low	F	84	WT	Dupl571-579	WT	−
F1555^•^	stomach	low	F	65	WT	V559D	WT	−
F1556^•^	stomach	low	M	83	WT	V559D	WT	−
F1512^▴^	small intestine	high	F	62	WT	V559A	WT	−
F1513^▴^	stomach	moderate	F	80	WT	V560D	WT	−
F1725^▪^	stomach	high	M	72	WT	567_569delinsC	WT	−
F1726^▪^	stomach	very low	M	76	WT	570_576del	WT	−
F1727^▪^	duodenum	moderate	F	42	WT	570_576del	WT	−
F1728^▪^	other	−	M	73	WT	557_558del	WT	−
F1729^▪^	other	−	M	88	WT	550_558del	WT	−
F1730^▪^	small intestine	high	M	49	WT	557_558del	WT	−
F1731^▪^	stomach	moderate	F	72	WT	557_558del	WT	−
F1733^▪^	−	−	M	72	WT	557_558del	WT	−
F1734^▪^	small intestine	moderate	F	72	WT	559_573del	WT	−
F1735^▪^	duodenum	moderate	F	73	WT	557_558del	WT	−
F1736^▪^	small intestine	moderate	M	39	WT	556_571del	WT	−
F1741^▪^	stomach	moderate	M	39	WT	567-576SdelinSCV	WT	−
F1744^▪^	−	−	M	−	WT	557_558del	WT	−
F1745^▪^	small intestine	high	F	72	WT	556-570delinsH	WT	−
F1746^▪^	small intestine	moderate	F	62	WT	536_572del	WT	−
F1747^▪^	small intestine	high	M	68	WT	560_576del	WT	−
F1748^▪^	rectum	very low	M	67	WT	550_558del	WT	−
F1749^▪^	small intestine	very low	F	40	WT	560_576del	WT	−
F1750^▪^	duodenum	moderate	F	59	WT	563_573delinsME	WT	−

GISTs included in mRNA^▴^ analysis, first^•^ and second^▪^ miRNA analyses.

* Risk of relapse was assessed using the Miettinen and Lasota classification which comprises the mitotic count, the maximal tumor diameter and the anatomic site.

Abbreviations: M, male; F, female; poly, polymorphism of *PDGFRA* exon 10; −, unknown data; Dupl, duplication.

For the mRNA analysis in GIST samples, we focused on ANXA8, FBN1, GALNTL4, MFAP5 and RABEP1. We observed the upregulation of MFAP5 in the mutated GISTs when compared to the WT tumors (Figure 6). This gene seemed particularly affected in *PDGFRA* mutated GIST (U test *p* = 0.02). Anxa8 was differentially expressed between WT and *PDGFRA* mutants (U test *p* = 0.01), and between *KIT* mutants and *PDGFRA* mutated tumors (U test *p* = 0.03). FBN1 was significantly less expressed in *PDGFRA* mutants than in WT tumors (U test *p* = 0.02). Interestingly, by separating exon 9 and exon 11 mutated tumors standard deviation for *GALNTL4* expression was reduced, so that a significant difference in its expression was found between *PDGFRA* mutants and *KIT* exon 9 mutated GIST (U test *p* = 0.03).

**Figure 6:**
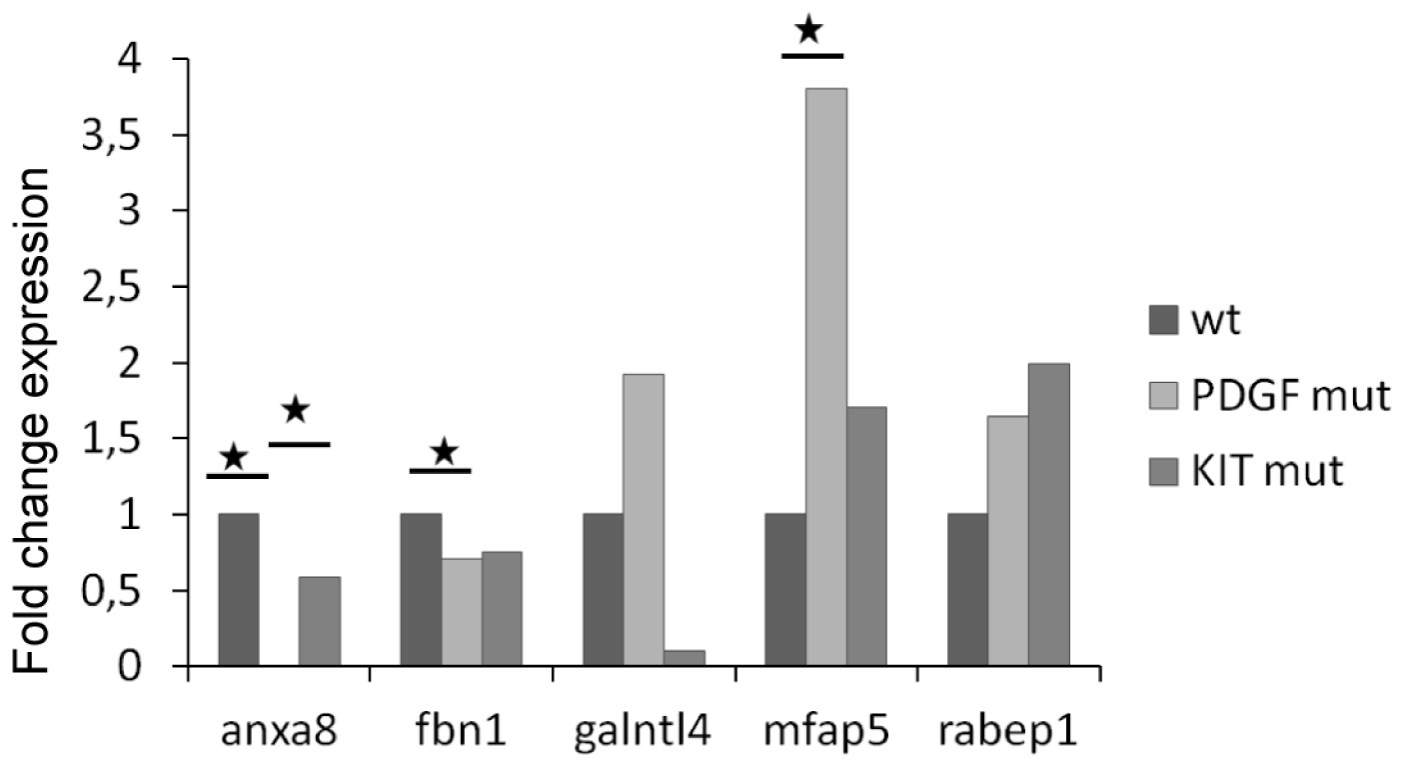
mRNA expressions of selected genes in GISTs according to their mutational status. mRNA expressions of five selected genes were analyzed in 16 GISTs: *Anxa8*, *Fbn1*, *Galntl4*, *Mfap5* and *Rabep1*. Among the 16 GISTs, 4 GISTs were WT *KIT* and *PDGFRA*, 5 harboured a *PDGFRA* mutation and 7 a *KIT* mutation. Results of mRNA expression levels in *PDGFRA* or *KIT* mutated GISTs are reported as N-fold differences in gene expression relative to the mRNA expression in WT GISTs. Mann Whitney test was used to assess significant difference.

Twenty GISTs were included in the first miRNA analysis: three were WT, while the others harbored heterozygous mutations involving either *PDGFRA D842V* mutations (n = 6) or *KIT* (n = 11). Unsupervised hierarchical clusterings of these tumors were performed (Figure 7). It highlighted three distinct groups of tumors, mainly consistent with their mutational status. Group 1 was exclusively composed of WT *KIT* tumors; group 2 contained both *PDGFRA* and *KIT* exon 11 mutated GIST. *KIT* exon 9 mutated tumors were localized in group 3.

**Figure 7:**
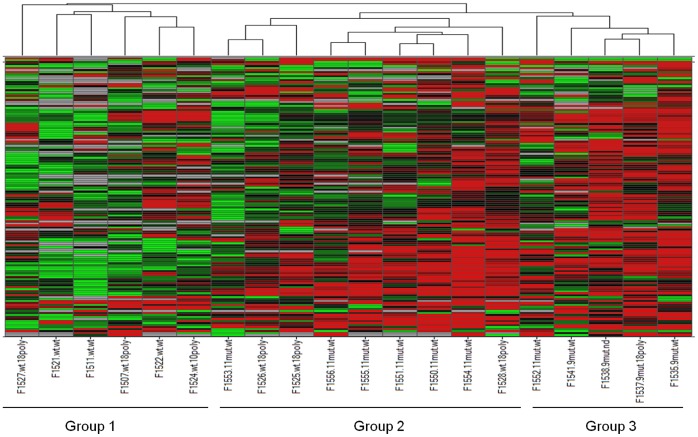
Unsupervised hierarchical clustering of miRNA expressions in 20 GIST samples. The four main groups of the dendogram are gathered by mutation type: group 1, WT *KIT* GIST; group 2, *KIT* exon 11 or *PRGFRA* exon 18 mutation; group 3, *KIT* exon 9 mutation and one tumor with *KIT* exon 11 mutation.

In the second miRNA analysis, 19 GIST samples with homozygous or heterozygous exon 11 *KIT* mutation were included. Thirteen mRNA were specifically related to homozygous/heterozygous status of *KIT* mutation: miR-518f, miR-331, miR-628, miR-145, miR-139, miR-335, miR-526b, miR-190, miR-548c, miR-202, miR-339, miR-203, and miR-301b (Anova test *p*<0.05). MiR-222 was the only common miRNA found between the cell lines and GIST samples analysis but was not statistically significant. Six genes deregulated between cell lines are targeted by miR-548c, miR-145, miR-301b, and miR-628-5p: *Anxa8*, *Fbn1*, *Ptx3*, *Upp1*, and *Usp33*. Unsupervised hierarchical clusterings of these 19 tumors were performed and did not classify the tumors according to their homozygous/heterozygous status (Figure 8A). Supervised hierarchical clusterings were then performed using the 13 miRNA significantly deregulated between the homozygous and heterozygous tumors with Anova test. With this methodology, homozygous and heterozygous tumors clustered separately except two heterozygous GISTs which were grouped with the homozygous (Figure 8B). Using a 5% threshold for the p-values, the regression analyses and the Fisher's exact tests revealed no significant relation between the clinical data and the homozygous/heterozygous status (Table 3).

**Figure 8:**
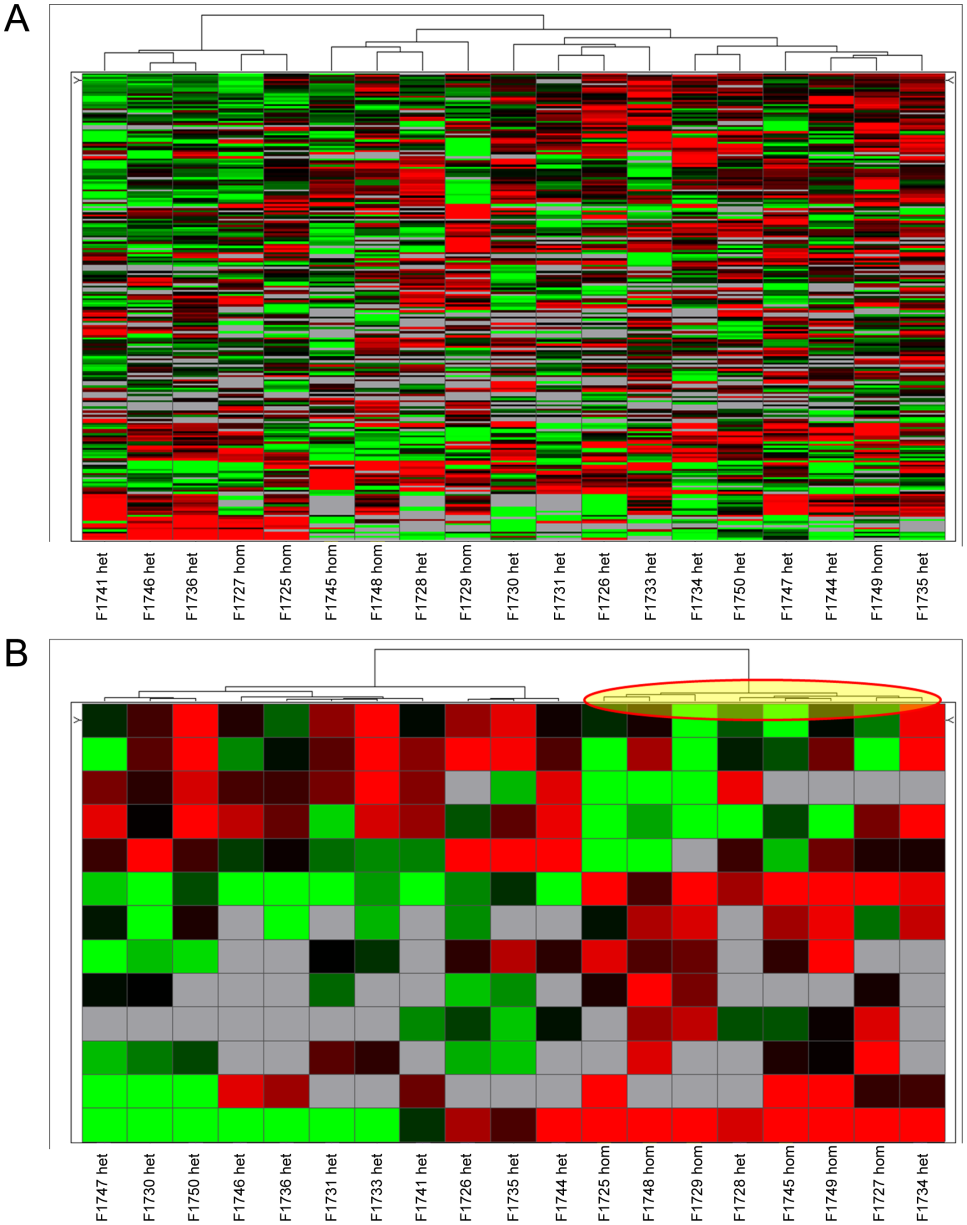
Hierarchical clustering of miRNA expressions in 19 GIST samples with exon 11 mutation (homozygous vs heterozygous). A/Unsupervised hierarchical clustering of miRNA expressions in 19 GIST samples. GIST samples were not classified according to their homozygous or heterozygous status in this unsupervised analysis. B/Supervised hierarchical clustering of GISTs using the 13 miRNA significantly deregulated (Anova test *p*<0.05). Homozygous and heterozygous tumors clustered separately except two heterozygous GISTs which were grouped with the homozygous.

**Table 3:** Relationship between clinical data and the homozygous/heterozygous status.

Factors		Univariate logistic regression pvalue	Fisher’s exact test pvalue
Age (years)	<60	0,327	0,673
	≥60	0,657	
Gender	Female	0,327	0,661
	Male	0,593	
Tumor Size (cm)	<6	0,147	0,665
	≥6	0,973	
Mitosis (/5 mm2)	<2	0,083	1
	≥2	0,973	
Necrosis	No	0,637	
	<50	0,484	
	>50	0,995	
Risk of relapse	High	1	
	Moderate	0,184	
	Very Low	0,997	
Histology type	Epithelioid	0,997	
	Fusiform	0,997	
	Mixt	0,997	
	Non Gist	1	
	Pleomorphic	0,997	
Primitive location	duodenum	0,341	
	stomach	0,779	
	small intestine	0,779	
	jejunum-illeum	0,997	
	mesocolon	0,999	
	pelvis	0,999	
	perianal	0,999	
	rectum	0,999	
Kit Immunohistochemistry	+	1	
	++	0,501	
	+++	0,404	
	0	0,994	
Kit intracellular locations			
Golgi	No	0,079	0,635
	Yes	0,413	
Membrane	No	0,484	0,631
	Yes	0,481	
Cytoplasm	No	0,996	0,526
	Yes	0,996	

## Discussion

The discovery and the characterization of *KIT*/*PDGFRA* role in GISTs pathogenesis has led to a better identification of GIST among others gastrointestinal stromal tumors and to the development of targeted therapies in this disease. The KIT immunostaining, as well as the molecular analysis of the *KIT and PDGFRA* genes became major diagnostic tools [26]. The KIT inhibitor, imatinib mesylate, showed dramatic antitumor effects and is representing now the standard treatment in advanced GIST, as well as in adjuvant setting [9], [11]. Typically, GIST are heterozygous, but loss of the remaining WT *KIT* allele occurs in approximately 5% to 15% of tumors and homozygous GISTs seem to associate with a malignant behavior in 90% of cases [13], [14], [15]. This worsened prognosis could be explained by at least two opposite hypotheses. One the one hand, homozygous status with the loss of the wild-type allele may have a highly intrinsic oncogenic effect, possibly by loss of regulatory mechanisms of KIT. On the other hand, homozygous status may be only a marker of late-stage tumors that have undergone multiple genetic events without specific oncogenic effect.

These data led us to develop an adequate cellular model expressing hemizygous or heterozygous *KIT* mutation in the aim to better understand the molecular implications of the hemi/heterozygous status. Previous work on our NIH3T3 cellular model allowed us to characterize hemizygous human *KIT* mutants called D6 (Δ557–558) and D54 (Δ564–581) [19], as well as heterozygous ones [21]. In the present work, we completed these observations by analyzing these different cell lines, using high throughput tools and validation with GIST samples. Both mRNA and miRNA analyses demonstrated the close relationship between heterozygous mutants and WT samples, the distance with hemizygous *KIT* mutants and the activation of specific signaling pathways.

The supervised hierarchical clustering of miRNA of 19 GISTs with exon 11 mutation confirmed that homozygous and heterozygous GISTs tend to cluster separately, while it was not the case in the unsupervised hierarchical clustering. In contrast, the unsupervised hierarchical clustering of the more heterogeneous population of 20 GISTs, demonstrated a good segregation of samples according to the type of mutation (WT, *KIT* exon 11, 9 or *PDGFRA*). This suggests that, while the heterozygous/homozygous status have a real impact on the tumor expression profile, it may be weaker than the type of mutation.

Interestingly, while epidemiologic data [13], [14], [15], and mouse experiments reported clinic-pathologic and phenotypic differences between homozygous and heterozygous KIT activating mutations [27], [28], this study is among the rare in vitro studies evaluating the biological significance of that. Indeed, we recently shown in the same in vitro model that glycosylation, membrane expression and signal transduction of KIT are different in mutant and WT [19], and are also different in hemizygous and homozygous conditions [21].

We showed in the present study, that some genes were differentially expressed in hemizygous cell lines comparing to the cell lines containing the WT allele. 

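On the high density arrays Tnnt2, cardiac troponin T, rose by a log2 difference of 1.35 (SE 0.23, 8 against 12 arrays) in the hemizygous lines relative to the lines with a WT allele. Acta2, smooth muscle actin, rose by 1.01 (SE 0.16) and 0.93 (SE 0.15) on its 2 probes, Inhba, a subunit of activin A, by 0.82 (SE 0.14), and the matrix protein tenascin C (Tnc) by 0.81 (SE 0.13). The amino acid transporter Slc7a3 fell by 0.61 (SE 0.10) and Gfra2, a receptor of the GDNF family, fell by 0.50 (SE 0.08). Il7, a cytokine of lymphocyte development, passed with a log2 difference of 1.64 (SE 0.27), but its probe was near background on every array of WT/D6 and WT/D54 cells and on the WT array in SCF+, so background sets that value. For each of these genes the adjusted p from limma was 0.0332, and all 8 hemizygous arrays lay on the same side of the mean of the WT-containing lines. In all, 16 probes with 10 gene symbols differed, 11 higher and 5 lower. MIGR cells, with the MigR1 vector and no introduced KIT, lay on the hemizygous side for 13 of these 16 probes, and at least as far out for 8. Of 26 measured genes of the extracellular matrix, 1 rose (Tnc) and 25 did not pass, while 10 were higher and none lower when adjusted over the list alone. The list ranked higher as a whole (limma camera, adjusted p = 1.8e-12, and adjusted p = 0.0119 with an estimated correlation). Of 14 contractile and SRF target genes 1 rose (Acta2), and 5 were higher when adjusted over the list alone (adjusted p = 1.8e-08, and adjusted p = 0.00296 with an estimated correlation). Of 17 ERK feedback and target genes none passed and 1 was lower when adjusted over the list alone, and their median log2 difference was -0.18 (adjusted p = 5.7e-04, and adjusted p = 0.281 with an estimated correlation). Of the 21 measured genes that the study selected by principal component analysis none passed over all probes, and 8 were higher and 2 lower when adjusted over the list alone (adjusted p = 3.1e-04, and adjusted p = 0.0119 with an estimated correlation). The study chose this list on these cell lines, so it is not independent evidence. Among them, Anxa8 had a log2 difference of 1.41 (SE 0.26, adjusted p = 0.0563), Ccn4 of 1.16 (SE 0.22, adjusted p = 0.0586), the microfibril protein Mfap5 of 0.75 (SE 0.20, adjusted p = 0.296) and Rgs16, a regulator of G protein signaling, of -0.66 (SE 0.17, adjusted p = 0.287). The replicate of a group is the line, 2 against 3. The list tests were run on the main fit only, with no test on averaged lines or other divisions of lines. Their p-values therefore do not show how far a list varies between lines. With WT and D6 as the pair in place of D6 and D54, 621 probes passed in limma. With each line averaged first no probe passed in limma (1007 at an unadjusted p under 0.05), nor without the WT array in imatinib 1 µM (1165), nor without the arrays in imatinib (1764), and without the WT array in SCF+ 2 probes passed. Without WT/D6 or WT/D54 none passed in limma (884 and 867 unadjusted), without D54 1, without WT 75 and without D6 163. Quantile normalization gave 42 probes, and a contrast of fixed line effects, which leaves out the spread between lines, 433.

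**Figure D2:**
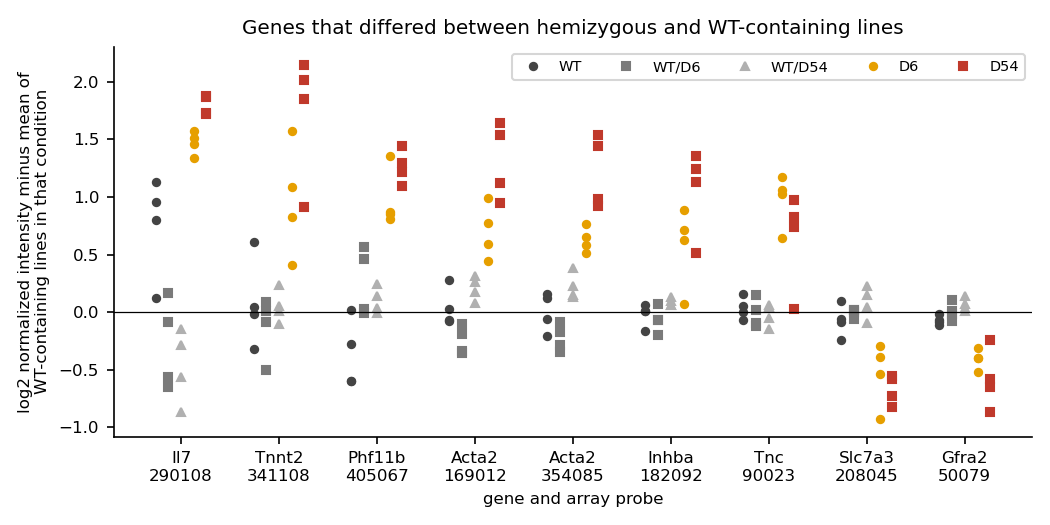
Log2 normalized intensity of each array minus the mean of the WT-containing lines in the same culture condition (vertical axis), for the probes of named genes that differed between hemizygous and WT-containing lines (horizontal axis). Each point is 1 array, with 4 conditions per line, orange and red for D6 and D54 and grey for WT, WT/D6 and WT/D54. All 8 hemizygous points lie above 0 for Il7 to Tnc and below 0 for Slc7a3 and Gfra2, while for Il7, near background in both heterozygous lines, WT points also lie above 0.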

The membrane protein RGS16 was found differentially down-regulated in hemizygous or heterozygous mutants when stimulated with SCF. In contrast, upon kinase inhibition, it was keep deregulated only in hemizygous mutants. Interestingly, RGS16, which is a member of the regulator of G protein family, was reported to negatively regulate the PI3K/AKT activity by competitively prevent the binding of p85α with the tyrosine kinase receptor adaptor Gab1 [29]. Consistently, we previously reported that AKT was less phosphorylated in hemizygous cell lines than in WT and heterozygous cell lines in presence of SCF, and that the inhibition of KIT membrane expression was associated with a major decrease of phosphorylated AKT in WT and heterozygous cell lines [21].

Furthermore most of the genes we found differentially regulated in hetero- homozygous conditions were already shown to be implicated in cancers, and several studies supported their biological significance. Loss of RGS16 was thus proposed to promote tumors by increasing proliferation and evasion from tyrosine kinase inhibitors treatment [29], [30]. The gene Mfap5, or Magp2, was also particularly upregulated in hemizygous mutants while heterozygous showed expression level very closed to the WT. It encodes a microfibril-associated glycoprotein implicated in Notch signaling pathway, and its overexpression has been reported as a poor prognostic biomarker in ovarian and head and neck cancers, probably through a proangiogenic effect [31], [32]. In GIST, the Notch pathway has been described recently as implicated in negative regulation of KIT expression, and high expression of *HES1 (hairy and hencer of split 1)*, one of the targeted genes of the Notch pathway, was associated with a better prognosis in patients with GIST [33]. Interestingly, Mfap5 was reported as able to promote angiogenesis by antagonizing Notch signaling pathways in endothelial cells [34]. Thus, the interactions between KIT, HES1 and Mfap5 may be implicated in GIST pathogenesis and malignancy.

Most of the 23 others genes differently regulated in WT cells, heterozygous and hemizygous mutants are involved in cancers. A first group is implicated in cell trafficking and endocytosis, such as the golgi protein Galntl4, Rabep1 (or rabaptin), implicated in endocytosis [35], [36], annexin A8 (Anxa 8) which directly regulates organization and function of the late endosome [37], [38], and the deubiquitinase USP33 which inhibits the lysosomal trafficking [39], [40]. A second group of genes encodes for proteins which are implicated in cell-to-cell interactions and cell-matrix interactions: Farp2, Fbn1, Ncam1 and Thbs1. Fbn1 encodes the extracellular matrix protein fibrillin-1, and its mutation results in the dominant connective tissue disease Marfan syndrome. Quantitative methylation analyses have recently reported that the promoter of Fbn1 was hypermethylated in colorectal and prostate cancers in comparison to normal tissues, suggesting that this gene could play a role in oncogenesis [41], [42]. Slit3 is a secreted protein whose family is known to regulate migration of neural cells, and its downregulation seems implicate in progression of various cancers [43], [44]. A third group of proteins is involved in cell signaling or gene regulation: Wisp 1, Wisp2, Nf1, Ulk1, Runx1t1. Wisp1 and Wisp2 are members of the Wnt inducible signalling pathway (WISP) protein subfamily and have been described as deregulated in several cancers [45], [46], [47], [48], [49]. Activation of Wnt signaling results in the inhibition of a degradation complex which targets β-catenin for proteosomal degradation. The accumulation of β-catenin in the cytoplasm then its translocation to the nucleus and its binding to T-cell specific transcription factor/lymphoid-enhancer binding factor (TCF/LEF) complex led to the modulation of target genes implicated in cell cycle regulation [50]. Recently, upregulation of the Wnt signaling through autocrine activation has been reported in sarcoma cell lines and in human sarcomas [51]. In these tumors, Wnt activation resulted in cell proliferation via upregulation of the TCF/β-catenin target gene *CDC25A* which plays a nonredondant role in regulating cell cycle [51]. Nf1 which is a negative regulator of the ras signal transduction pathway, mutated in neurofibromatosis type 1, also confers an increased risk of developing WT GISTs [52]. Ulk1, which plays an essential role in autophagosome formation through activation or regulation of the AMP activated protein kinase and mTOR, is overexpressed in esophagus squamous cell carcinoma [53]. Runx1t1 encodes a member of the myeloid translocation gene family and recruit a range of corepressors to facilitate transcriptional repression. Chromosomal translocations involving *Runx1t1* are well-documented and have been associated with several types of leukemia [54].

The presence or absence of the two tyrosine residues Tyr568 and Tyr570, may be associated with various effects in KIT regulation and/or signaling pathways activations. Phosphorylated Tyr568 serves as a docking site for the Src-like kinase Fyn which activate the Rac1/JNK pathway, for the adapter protein Shc which activate the Ras/MAP kinase pathway, and for the adapter protein APS and the ubiquitin E3 ligase Cbl which may play a role in the degradation of KIT [55], [56], [57], [58], [59]. The Csk homologous kinase (CHK) and the Src kinase Lyn bind to phosphorylated Tyr568 and Tyr570 [60], [61]. SHP-1 and SHP-2 tyrosine phosphatases bind to non-phosphorylated Tyr570 and Tyr568, respectively, and may negatively regulate KIT activation [62]. Consequently, a deletion of both Tyr568 and Tyr570 could disturb the autoinhibition conformation of exon 11 but also alter some protein-protein interactions and signaling pathway activations. 

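On the high density arrays, Anxa8 rose by a log2 difference of 1.23 (SE 0.20, adjusted p = 0.00737 from limma) in D54 relative to D6 cells, higher in 4 of 4 culture conditions. The secreted matrix protein Spon2 rose by 1.21 (SE 0.28), the tetraspanin Cd151 by 0.96 (SE 0.18) and the scavenger receptor Scara5 by 1.01 (SE 0.18) and 0.96 (SE 0.13) on its 2 probes. The guidance factor Slit3 rose by a fitted 0.93 (SE 0.18), which also uses the D54 array in imatinib 1 µM, where D6 had no usable spot. In the 3 conditions with both values its log2 difference was 0.55 (SCF+), 0.76 (SCF−) and 1.04 (imatinib 5 µM). The orphan receptor Gpr149 fell by 2.85 (SE 0.43, adjusted p = 0.00580), and was near background in D54 cells at both doses of imatinib, which partly sets that value. Ank3, the membrane skeleton adaptor ankyrin G, fell by 0.82 (SE 0.08), 0.75 (SE 0.14) and 0.66 (SE 0.10) on its 3 probes. In all, 511 probes differed, 410 higher and 101 lower in D54 cells, and 26 of them by 2-fold or more. Under quantile normalization 150 differed, 68 higher and 82 lower, so most of the excess of higher calls went with the scaling, and the median log2 difference of all probes was 0.09 in the main setting. Of 26 measured genes of the extracellular matrix 6 rose and 20 did not pass, and 15 were higher when adjusted over the list alone. The collagens Col5a1, Col6a1 and Col6a2 rose by 0.90 (SE 0.14), 0.84 (SE 0.19) and 0.72 (SE 0.16), and the fibulin Fbln2 by 0.58 (SE 0.11). The list ranked higher (camera, adjusted p = 0.00134), but with an adjusted p = 0.313 with an estimated correlation, and under quantile normalization 1 of its genes was called. Of 17 measured ERK feedback and target genes 2 fell under either scaling: Phlda1 by 0.62 (SE 0.13) and Spry2, an inhibitor of receptor tyrosine kinase signaling, by 0.52 (SE 0.12). The ERK list ranked lower as a whole (adjusted p = 4.6e-08, and adjusted p = 0.0138 with an estimated correlation). Of 23 interferon response genes 1 rose, the peptide transporter Tap1, by 0.61 (SE 0.11), and 3 were higher when adjusted over the list alone (adjusted p = 0.407). Of 14 contractile genes 1 rose, Acta2, by 0.59 (SE 0.14), and 4 were higher over the list alone (adjusted p = 0.550). Of 22 genes of ER stress 1 rose, Xbp1, by 0.45 (SE 0.10), and 2 were higher over the list alone (adjusted p = 0.0516). No gene passed over all probes among 24 of the cell cycle (2 higher and 1 lower over the list alone, adjusted p = 0.377), 17 of cholesterol synthesis (none over the list alone, adjusted p = 0.405), 12 of the RGS family (2 higher over the list alone, adjusted p = 0.470), 10 of the Notch pathway (none over the list alone, adjusted p = 0.723) or 12 of hypoxia and glycolysis (1 higher and 1 lower over the list alone, adjusted p = 0.0892). With every probe of these genes in place of the brightest, the lists of ER stress, interferon response and cholesterol synthesis ranked higher (adjusted p = 0.00333, 0.0441 and 0.0496), against adjusted p = 0.199, 0.491 and 0.732 with an estimated correlation, where the ERK list did not pass either (adjusted p = 0.128). For the cell cycle, RGS, Notch and hypoxia lists the median log2 difference was above 0 while the test ran lower. Of 12 Wnt targets 1 rose, Ccn4 (adjusted p = 0.795), where the test also ran lower with a median above 0. Of the genes named here, Spon2, Col6a1, Col6a2, Fbln2, Acta2, Xbp1 and Ccn4 did not pass under quantile normalization. With only the 8 arrays of D54 and D6 in the fit no probe passed in limma (4591 at an unadjusted p under 0.05). Without the SCF− arrays or without those in imatinib 5 µM 1 probe passed, without those in imatinib 1 µM 17 did, and without a covariate for culture condition 3 did.

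**Figure D3:**
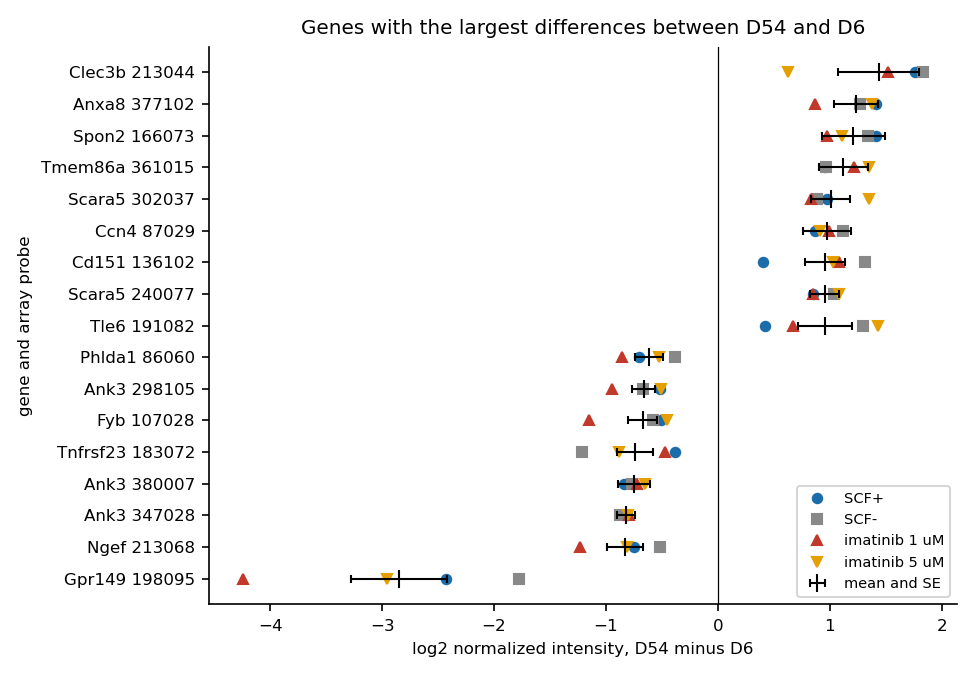
Log2 normalized intensity in D54 minus that in D6 (horizontal axis) for the probes of named genes with the largest differences (vertical axis). Coloured symbols are the 4 culture conditions, with 1 array per line each, and the black tick and bar are the fitted mean and its SE. All conditions lie on 1 side of 0 for each probe, and for Gpr149 the points in imatinib are set by background in D54 cells, so its mean is no measured size. The same limit holds for any other probe near background on some arrays. In D6 cells Clec3b was at 0.197 in SCF+ and 0.172 in SCF−, below the lowest good spot there (0.532 and 0.473).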

Consistently, we demonstrated different mRNA and miRNA expression profiles in D6 and D54 cells. Thus, the loss of both *KIT* exon 11 tyrosine residues was associated with specific modifications in gene expression. For example, Wisp2 was overexpressed in D54 cells in comparison to D6 cells whereas Wisp1 was expressed at similar level in both cell lines. 

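Wisp2 and Wisp1 are now named Ccn5 and Ccn4, and both encode secreted matricellular proteins. On the high density arrays Ccn5 was 4.34-fold higher in D54 than in D6 cells in SCF+ (normalized intensity 37.1 against 8.53), and 4.05-fold higher in SCF−. With imatinib the difference was smaller, 2.28-fold at 1 µM (88.6 against 38.8) and 2.10-fold at 5 µM. Over the 4 conditions the log2 difference of Ccn5 was 1.60 (SE 0.55), with an adjusted p of 0.115 from limma, so it did not pass although D54 was higher in 4 of 4 conditions. Ccn4 rose by a log2 difference of 0.97 (SE 0.21, adjusted p = 0.0300), with folds of 1.83 in SCF+, 2.17 in SCF−, 1.99 in imatinib 1 µM and 1.89 in imatinib 5 µM. Under quantile normalization its difference was 0.83 and did not pass (adjusted p = 0.0755). Its normalized intensity in SCF+ was 11.6 in D54 and 6.32 in D6 cells. In WT cells in SCF+ the normalized intensity was 1.73 for Ccn5 and 2.71 for Ccn4, and in MIGR cells 48.5 and 11.7. There was 1 array per line and condition, so no single fold has a replicate check. From such differences in expression between D6 and D54 cells, the paper concludes that the loss of both tyrosine residues was associated with specific modifications in gene expression.

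**Figure D4:**
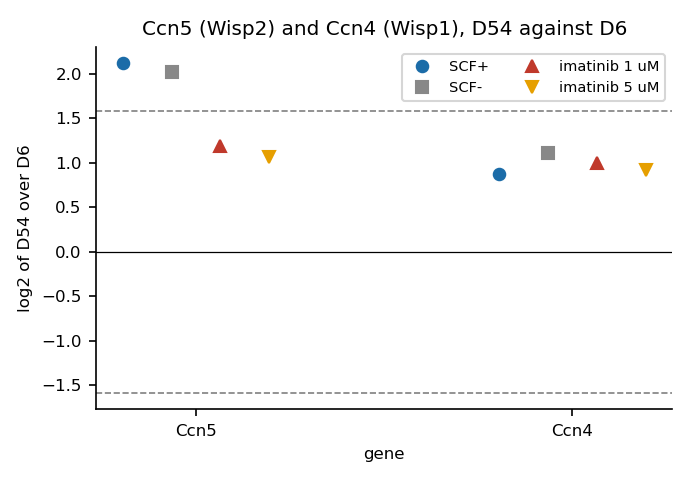
Log2 of the normalized intensity in D54 over that in D6 (vertical axis) for Ccn5 and Ccn4 (horizontal axis) in each of the 4 culture conditions, 1 array per line and condition. Dashed lines mark a 3-fold difference. Ccn5 lies above that line in SCF+ and SCF− and below it in imatinib, and Ccn4 lies between 0 and the line in all 4 conditions.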

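Further genes were compared between D54 and D6 cells in each culture condition on the high density arrays. Gpr149, the orphan receptor, was higher in D6 cells in 4 of 4 conditions: 5.37-fold in SCF+, 3.43-fold in SCF−, at least 2.19-fold in imatinib 1 µM and at least 4.33-fold in imatinib 5 µM, where D54 cells were near background. Galnt18 (formerly Galntl4), a glycosyltransferase of the Golgi apparatus, was higher in D54 cells by 2.20-fold in SCF+, 2.47-fold in SCF−, 4.13-fold in imatinib 1 µM and 3.44-fold in imatinib 5 µM. Over the conditions its log2 difference was 1.57 (SE 0.52, adjusted p = 0.105 from limma), on a probe marked good on 17 of 24 arrays. Ptx3, the secreted pattern recognition protein pentraxin 3, was higher in D54 cells by 2.58, 2.29, 1.77 and 1.99-fold in SCF+, SCF−, imatinib 1 µM and imatinib 5 µM, a log2 difference of 1.10 (SE 0.33, adjusted p = 0.0788). The matrix proteoglycan Prelp was higher in D54 cells by 2.37-fold in SCF+, 2.13-fold in imatinib 1 µM and 1.63-fold in imatinib 5 µM, and by at least 3.60-fold in SCF−, where D6 cells were near background (log2 difference 1.22, SE 0.71, adjusted p = 0.341). Upp1, uridine phosphorylase, was higher in D6 cells by 2.29-fold in SCF+, 1.22-fold in SCF−, 1.38-fold in imatinib 1 µM and 1.23-fold in imatinib 5 µM (log2 difference -0.56, SE 0.30, adjusted p = 0.294). The interferon-inducible GTPase Ifi47 was higher in D54 cells by 1.67, 1.59, 1.11 and 1.38-fold in the same order (log2 difference 0.51, SE 0.39, adjusted p = 0.484). Ncam1, on its brightest probe, was 1.27-fold higher in D6 cells in SCF+ and 1.09, 1.11 and 1.19-fold higher in D54 cells in the other conditions (log2 difference 0.05, SE 0.35, adjusted p = 0.954). On another probe, good in both lines in all conditions, Ncam1 was higher in D54 cells by 1.08-fold in SCF+, 1.07-fold in SCF−, 1.17-fold in imatinib 1 µM and 1.12-fold in imatinib 5 µM (log2 difference 0.15, SE 0.14, adjusted p = 0.596). Of the genes Ccn5, Galnt18, Prelp and Ptx3, none passed over all probes and 3 were higher when adjusted over the list alone (camera, adjusted p = 0.0621, and adjusted p = 0.393 with an estimated correlation, and with every probe of these genes in place of the brightest adjusted p = 0.0222, and adjusted p = 0.224 with an estimated correlation). Of Gpr149, Ifi47, Ncam1 and Upp1, 1 passed as lower in D54, Gpr149, and Ifi47 and Ncam1 had values above 0. The list ranked lower (adjusted p = 0.00107, and adjusted p = 0.00488 with an estimated correlation), and with every probe the adjusted p was 0.0764. Gpr149 had the largest difference of the 4 genes, and background in D54 cells under imatinib partly sets its size. The rank of this list may therefore rest on Gpr149, and the list was not tested without it. Both lists were chosen by the study, and are not independent evidence of their direction.

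**Figure D5:**
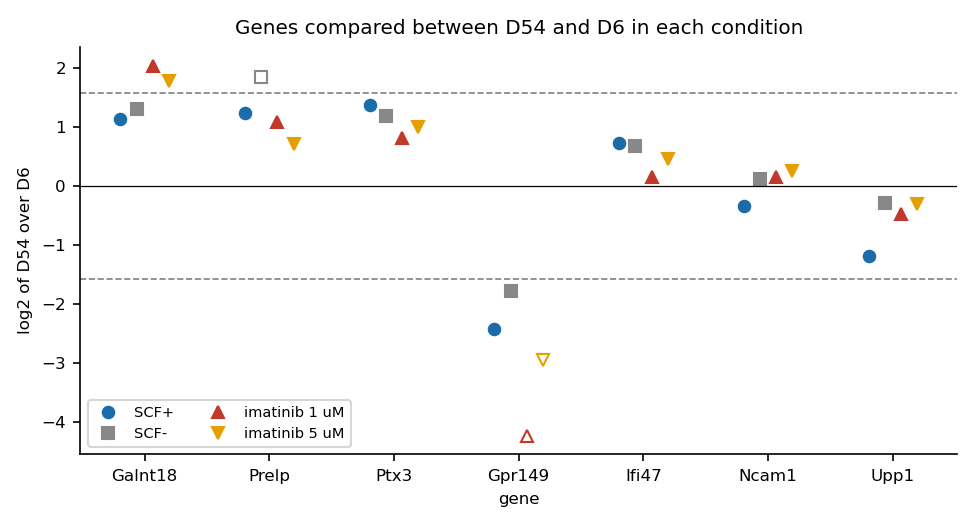
Log2 of the normalized intensity in D54 over that in D6 (vertical axis) for 7 genes (horizontal axis) in each of the 4 culture conditions, 1 array per line and condition. Open symbols mark conditions in which a line was near background, and dashed lines mark a 3-fold difference. Gpr149 lies below the lower line by filled symbols in SCF+ and SCF−, and by open ones in imatinib, where the ratio is set by background, and Galnt18 lies above the upper line in both doses of imatinib.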

Others genes differentially expressed between D6 and D54 cells (more than 3 times) in all conditions (without SCF, with SCF, with IM) were: Galntl4, Prelp, Ptx3 were overexpressed in D54 cells whereas Gpr149, Ifi47, Ncam1, Upp1 were overexpressed in D6 cells.

No clinical data was correlated with the homozygous/heterozygous status but, consistently with previous publications, there was a tendency for a correlation between the Golgi pattern in immunohistochemistry and the homozygous status. In our cell models, mutant KIT was mainly retained within Golgi and endoplasmic reticulum compartments whereas WT KIT was expressed at the plasma membrane [19]. Moreover, in GIST samples, the Golgi staining was significantly more frequent in GISTs with homozygous mutations than in heterozygous [63].

In tumor samples gene expression analysis showed no significant variation between WT and heterozygous *KIT* mutated tumors, with a high inner variability in *ANXA8*, *FBN1*, *GALNTL4*, *MFAP5* and *RABEP1* expression, which was partly reduced by separating exon 9 and exon 11 mutated tumors. While this absence of variation is globally quite consistent with the closed profiles we observed between WT and heterozygous cell lines, the inner variability of mutation type in the *KIT* mutant group might also participate to this result. For the future we will need to significantly increase the number of the cohort to validate our hypothesis. On the contrary, our results on the 5 *PDGFRA* mutated tumors were very stable. The striking stability of our gene expression results on *PDGFRA* mutated tumors could be explained by the D842V mutation found on 4/5 samples. The fifth tumor exhibited an exon 10 polymorphism and had expression values in the range of exon 18 mutated tumors. The response to targeted therapies, such as imatinib and sunitinib, is also dependent of the type of mutation [11], [12], [64]. Interestingly, miRNA and mRNA profiles also suggested that the two mutations do not respond in the same way to imatinib treatment as their profile that clustered initially were then segregated under treatment (Figures 3A *vs* 3B).

In conclusion, our results shown that heterozygous/hemizygous status, as well as the presence or not of the two *KIT* exon 11 tyrosine residues, were associated with specific modifications in gene expression of both mRNA and miRNA. These results suggest that deletion of the WT allele of *KIT* or deletion of the two tyrosines Tyr568 and Tyr570 may be associated with specific biological effects. Interestingly, most of the gene found frequently deregulated between cell lines encoded proteins which have been reported as deregulated in cancer. These results demonstrate the relevance of our cellular model and may allow to better understand other molecular events associated with GIST pathogenesis and malignancy. We have also clearly shown that both mRNA and miRNA profiling allowed the gathering of some tumors according to their mutational status, giving complementary results. A more complete mRNA and miRNA screening should be performed and followed by an integrative analysis of the results, including clinical follow-up information for each patient. Such search strategy could allow to identify new molecular targets and/or signaling pathways driven GIST pathogenesis, and to define new GIST subgroups.

How the deposited data were processed for this re-analysis (not part of the article)

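RNA was measured on 24 CodeLink mouse arrays, 1 for each of 6 NIH3T3 lines (MIGR, WT, D6, D54, WT/D6 and WT/D54) in each of 4 culture conditions (SCF+, SCF−, imatinib 1 µM and imatinib 5 µM, with rhSCF in both imatinib conditions). The deposited values are median-normalized intensities: the authors' software divided the raw intensity of each spot by 1 factor per array, which lay slightly below the median raw intensity of all its spots, and it marked each spot as good, near background, irregular, contaminated, masked or saturated. A further mark, P, is not explained by the labels. The value tables of the samples and of the series were checked against the authors' scanner tables, and the largest difference was 0. No array column was left unmapped. Between 53.8% and 59.4% of the spots of an array were good, the median over the arrays was 57.1%, and 13772 probes were good on all 24 arrays. Signal over background therefore limits what a fold can show: a fold between arrays is given only as a bound where 1 side was near background, set against the lowest signal of a good spot on that array. A fitted log2 difference of a probe that was near background on some arrays is no bound, and background partly sets its size.

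Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 read the values, R 4.3.3 with limma 3.58.1 and statmod 1.5.0 made the tests, and matplotlib 3.10.9 drew the figures. The selections of the paper were repeated with a fold of at least 2 and a normalized intensity above 1.3 on at least 1 of the compared arrays, for WT against D6 and D54 in SCF+ (both had to pass, in the same direction), and for D6 against D54 in SCF+ and in SCF−. For the tests, values were log2 transformed, and values at or below 0 were set to the lowest positive value of the array. Spots marked irregular, contaminated, masked or P were left out (266 to 736 per array). Probes had to be good on at least 4 of the 24 arrays, which kept 22954, of which 14590 had a single gene symbol and 7943 had none. Probes without a symbol were counted but not named. The lines were compared with limma over the 4 conditions, with culture condition as a covariate, all 24 arrays in the fit and 15 residual degrees of freedom. The conditions were compared over the 5 KIT lines, with the line as a covariate. The hemizygous lines (8 arrays) were compared with the lines with a WT allele (12 arrays) with the line as a random block (consensus correlation 0.175), and the responses to SCF and to imatinib 1 µM were compared between these groups as interactions. P-values were adjusted by the Benjamini-Hochberg method over all tested probes, at 0.05.

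There were 20 gene lists with a measured gene. The lists from the paper held 23 genes selected by its principal component analysis, and the 4 genes it gives as higher in D54. They also held the 4 it gives as higher in D6. A further list held 10 genes it names, with Wisp1 also among the 23. The lists written for these arrays held ERK feedback and target genes, cell cycle, cholesterol synthesis, extracellular matrix, interferon response, the RGS family, the Notch pathway, Wnt targets, ER stress, contractile and SRF target genes, hypoxia and glycolysis, and markers of macrophages, mast cells, epithelial cells, endothelial cells and myocytes. A list of adipocyte markers had 4 probes, none of which was good on enough arrays. Each gene was taken by its probe of highest mean signal. Lists were tested with cameraPR of limma with a preset correlation of 0.01, and again with a correlation estimated from the data, adjusted over the 80 pairs of list and comparison tested. Lists of fewer than 4 measured genes were counted and not tested. Lists were tested on the main fits only, and not with lines averaged or under other divisions. Fbn1 and Usp33 had no probe with their symbol alone.

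The genes named in the text were taken from those given by a rule, and not each of these is named: the genes the paper names, for the main comparisons the 10 probes higher and the 10 lower with the largest change among those that passed and moved the same way in every condition, array or line, up to 4 members of each list with the lowest adjusted p, and for each selection the 10 probes of largest fold each way. Ccn5, Ccn4 and Galnt18 are the current symbols of Wisp2, Wisp1 and Galntl4. The comparisons, lists, naming rule and most of the alternative settings were chosen before the data were examined. The alternatives changed the normalization, the probe filter, the pseudocount, the marked spots, the array weights, the variance model, the covariates, the arrays in the fit, the selection rule, the correlation of the list test and the distance between profiles, and each line or condition was left out in turn.

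The steps were tested on simulated data of 19563 genes with the design of these arrays, where 50 genes were changed at each fold. For D54 against D6, 50% were recovered at 1.5-fold, 82% at 2-fold, 98% at 3-fold and 94% at 4-fold, with 9 false calls among 171. For the SCF response of the KIT lines it was 58%, 90%, 96% and 94% (7 false among 176), and for hemizygous against WT-containing lines 56%, 82%, 98% and 100% (21 false among 189). For the SCF interaction 2% were recovered at 1.5-fold, 36% at 2-fold, 74% at 3-fold and 68% at 4-fold, with 0 false calls among 90. A list of 20 genes raised in the simulation of D54 against D6 was found, and 0 of 20 unchanged lists passed. This check does not show how often lists of correlated genes pass without a change. In D54 against D6 the estimated correlation of the cholesterol synthesis list was 0.671. The selection rule between single arrays selected 22% of the genes changed 2-fold, 86% of those changed 3-fold and 70% of those changed 4-fold, together with 264 unchanged genes, which gives the precision of a comparison without replicates. Quantitative PCR, protein and cell assays were not analysed here.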

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

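All tests of explanations in this part were chosen after the results were seen. Of 40 groups of 4 to 6 arrays or lines tested for a value far from the others, 7 held one, and chance gives about 1 in 20. The D54 array in imatinib 5 µM had the lowest share of good spots of its line, 53.8% (the nearest was 57.0%). The WT array in imatinib 1 µM had 736 spots left out for their marks, both the highest among the lines in that condition (the nearest was 333) and the highest in its line (297), and the MIGR array in SCF+ had 409 (the nearest in its line was 309). Between the doses of imatinib the selection rule took 684 probes in WT cells, against 190 in the nearest line and a median of 135. MIGR cells lay far from WT cells in SCF+ (Euclidean distance of log2 profiles 102, the nearest line 82.1) and in SCF− (91.6, the nearest line 69.7).

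The responses of the hemizygous and the WT-containing lines were compared. For the response to SCF 1 probe passed in limma, a probe without a gene symbol with a log2 difference of 1.64 (adjusted p = 0.0323), which background partly sets, and 6 of the 10 divisions of the lines, too few for a share under 0.05, gave as many. For imatinib 1 µM 15 probes passed, 3 with a higher and 12 with a lower change in the hemizygous lines. The named ones, singled out after their values were seen, include the guanylate-binding proteins Gbp2 (-1.43), Gbp3 (-1.51) and Gbp4 (-1.19), Erbb2 (-2.05), Ptx3 (-1.33) and Cgref1 (1.38). Of these, Erbb2 was good on 21 arrays and the others on all 24, so background may set part of the value of Erbb2. Ogn passed too, but it was near background in SCF+ in WT and WT/D6 cells, so background partly sets its value (-2.12). In Gbp2 the log2 change was 2.33, 2.42 and 2.31 in WT, WT/D6 and WT/D54 and 1.18 and 0.66 in D6 and D54. Without the WT array in imatinib 1 µM the interactions gave 2 (SCF) and 1 (imatinib) probes, and without the WT array in SCF+ none in limma (1439 and 1951 at an unadjusted p under 0.05). Signals in data whose results the paper does not report were the response to imatinib 5 µM, where 2355 probes passed (1483 higher and 872 lower), and the comparison of WT with MIGR over all conditions, where 6787 passed (4504 higher and 2283 lower).

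The first pattern weighed is that many probes changed between SCF+ and SCF− in the KIT lines, while MIGR cells, without introduced KIT, moved as well. Of the probes called in the KIT lines 81.1% moved the same way in MIGR cells, 88.0% of the higher and 76.8% of the lower ones, with a median share of the size of 0.503 and 0.406. A part that needs no introduced KIT may therefore lie in these changes, such as a response of the mouse cells to the medium or an order of processing shared by the arrays of a condition, and these could not be told apart. On the 127 genes that changed at least 2-fold in both heterozygous lines, the median share of the heterozygous response in MIGR (0.343) was 0.359 of that in WT cells, so in WT cells most of it was not seen without introduced KIT. The share in MIGR was 0.615 of that in D6 (0.558) and 1.48 times that in D54 (0.231), so for the hemizygous lines the values leave open whether introduced KIT added to this response. Each condition of MIGR was 1 array.

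The second pattern is that expression lay nearer to SCF+ at imatinib 5 µM than at 1 µM, a response that did not grow with dose. On a scale from 0 in SCF− to 1 in SCF+, the position at 5 µM minus that at 1 µM was 0.624 in WT/D6, 0.460 in WT, 0.376 in D54, 0.286 in D6 and -0.0125 in WT/D54, and in MIGR cells, without introduced KIT, 0.0762. Of the probes that differed between the doses in the KIT lines, MIGR cells moved the same way for 84.6% of the higher and 86.1% of the lower ones, with a median share of the size of 0.500 and 0.463, so part of the difference was seen without introduced KIT. Array scaling was tested by quantile normalization, which left a median of 0.324 over the KIT lines. Without the WT array in imatinib 1 µM 849 probes still differed between the doses, so neither accounts for the whole. The highest other division of the arrays gave 54, but with that array included. On this scale 4 of the 5 KIT lines had this order, and no value on these arrays identifies the dose. On the genes of the imatinib 1 µM response WT/D54 lay nearer to SCF+ at 5 µM too (0.116, against -0.0439 at 1 µM). Those genes were chosen by their change at 1 µM in both heterozygous lines. Exchanged dose labels therefore remain open as a possible explanation. An order of processing that pairs SCF+ with imatinib 5 µM remains open too, and was not tested. The median share of good spots was 54.7% in SCF+, 55.5% in imatinib 5 µM, 57.6% in SCF− and 58.1% in imatinib 1 µM. The ranges over the lines were 54.0% to 57.1%, 53.8% to 57.7%, 55.9% to 58.4% and 57.7% to 59.4% in the same order. No biological explanation was tested.

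The third pattern is a smaller response to SCF in the hemizygous lines, where 17 (D6) and 16 (D54) probes changed at least 2-fold, against 246 (WT), 203 (WT/D6), 365 (WT/D54) and, without introduced KIT, 25 (MIGR) of the 13772 good on all arrays. Compressed arrays in every condition argue for a smaller spread of every log2 change, but the SD in the hemizygous over that in the other lines was 0.944 for imatinib 1 µM against SCF−. It was 0.643 for SCF+ against SCF− and 0.686 for imatinib 1 µM against SCF+. A compression of the hemizygous SCF+ arrays alone would narrow their intensities, but the SD of the log2 intensities on the SCF+ array over that on the SCF− array was 0.974 in D54 and 1.02 in D6. Exchanged SCF+ and SCF− arrays of D54 would turn the direction, but 88.2% of the genes that responded in both heterozygous lines moved the same way in D54. Activity without SCF in the hemizygous lines, a biological explanation, may account for part: on the genes of the SCF response the lowest hemizygous position in SCF− lay 0.113 above the highest of the other lines, while on the genes of the imatinib response it lay at -0.164 relative to it, so the tables decide neither way. The vector and selection differ between these groups too, and the test of the difference itself passed for 1 probe.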

How the results depend on the processing

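The settings that kept the marked spots, kept only probes with 1 symbol, left out a WT array, took the response minus that of MIGR or left marked spots out of the selections were added after the data were seen, and the others were planned. Of 273 values of counts and distances under alternatives 138 lay within the tolerance of the main value (counts within 1.5 times, the distance ratio within 1 SD over the conditions) and 135 did not. The values below are those that did not, except that a range over left-out lines or conditions can hold values within it. The cause was not tested unless a smaller number of probes or arrays gives it. For 349 results of named genes there were 6052 values under alternatives: 5305 kept direction and side of the threshold, 500 fell below it, 131 passed where the main one had not, 113 of genes that passed in neither turned sign, and 3 of genes that passed in either turned sign.

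The selections, in the order WT against hemizygous, D6 against D54 in SCF+, D6 against D54 in SCF−, the union and the doses, held 3009, 5584, 5755, 10786 and 5720 probes with no minimum intensity, and 25, 28, 30, 77 and 40.5 with a fold of at least 3. By distinct gene symbols they were 60, 42 and 155 for the first, second and union, and 86 for the doses. Asking for either hemizygous line gave 361 and a union of 468, and the mean of the hemizygous lines 191. Quantile normalization, the series value table, a good spot on an array and leaving out marked spots kept the selections within 1.5 times. Without a minimum, spots near background enter, and signal over background limits any fold of such probes.

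For the comparisons of lines, D54 against D6, D6, D54, WT/D6 and WT/D54 against WT and WT against MIGR, the calls without a probe filter were 85, 14, 787, 95 and 496. With no covariate for condition they were 3, 10, 123, 25, 37 and 3735, and with only the 8 arrays of the pair 0 (limma, 4591 at an unadjusted p under 0.05), 1, 1, 2, 3 and 2905, where fewer arrays measure the spread. Quantile normalization gave 150 for D54 against D6, 755 for D54 and 413 for WT/D54 against WT. On probes good on all 24 arrays D54 against D6 gave 1105 and D6 against WT 17. Array weights gave 2661 for D54 against D6, 93 for D6 and 681 for WT/D6 against WT, and a trended, robust variance 1019 and 44 for D54 against D6 and D6 against WT. A pseudocount of 0.5 gave 48 for D6 against WT. Without the WT array in imatinib 1 µM D54, WT/D6 and WT/D54 against WT gave 693, 89 and 747, and without that in SCF+ D54 and WT/D6 gave 2718 and 463. Leaving out 1 condition at a time gave 1 to 565 for D54 against D6, 3 to 21 for D6, 73 to 3693 for D54, 15 to 279 for WT/D6 and 26 to 874 for WT/D54 against WT, and 4311 to 5462 for WT against MIGR.

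Hemizygous against WT-containing lines gave 42 by quantile normalization, 26 with the pseudocount, 36 with a trended variance, 6 on probes with 1 symbol, 433 with fixed line effects, 2 without the WT array in SCF+, and 0 with lines averaged, without imatinib arrays and without the WT array in imatinib 1 µM (limma, 1007, 1764 and 1165 unadjusted). Leaving out 1 line gave 0 to 163.

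The responses of the KIT lines to SCF, imatinib 1 µM, imatinib 5 µM and the dose gave 14, 3431, 115 and 140 with only the arrays of the 2 conditions, and 193, 454, 213 and 99 minus the response of MIGR, which adds the noise of single MIGR arrays. Without a filter SCF gave 1233, imatinib 5 µM 1459 and the dose 606. Array weights gave 2174 for the dose, leaving out the WT array in imatinib 1 µM 849 for the dose, and leaving out that in SCF+ 1892 for SCF. Leaving out 1 line gave 22 to 2744 for SCF, 861 to 2375 for imatinib 5 µM and 299 to 931 for the dose.

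The interactions gave, for SCF and imatinib 1 µM, 11 and 5 without a filter, 11 and 42 on probes good on all arrays, 4 and 31 with the pseudocount, 21 and 68 with a trended variance, 2 and 1 without the WT array in imatinib 1 µM, and 0 and 0 without that in SCF+ (limma, 1439 and 1951 unadjusted). For SCF array weights gave 6 and probes with 1 symbol 0 (964 unadjusted). For imatinib 1 µM quantile normalization gave 28 and keeping marked spots 1. Leaving out 1 line gave 0 to 131 and 0 to 309. Of the list tests 28 passed, 10 with an estimated correlation, and 34 with every probe of a gene. With every probe, ER stress, interferon response, cholesterol synthesis and the paper's genes higher in D54 passed for D54 against D6, ER stress, the paper's genes higher in D54 and its further genes for SCF (adjusted p = 0.00866, 0.0240 and 0.0428), and the paper's genes higher in D6 no longer did. None of the lists gained passed with an estimated correlation as well (for SCF adjusted p = 0.314, 0.199 and 0.267). The mean distance of hemizygous over heterozygous lines from WT was 0.989, and 1.04 on probes good on all 24 arrays.

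The 3 values of genes that passed in either and turned sign came from the fit minus the response of MIGR, and did not pass there: Tagln with SCF (-0.11), and Cdc6 (0.23) and Mcm3 (0.27) with imatinib 1 µM. MIGR cells moved the same way on these genes, by 1 array per condition. The 113 values of genes that passed in neither came from several settings.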

Differences from the paper's values

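At the paper's thresholds (a fold of at least 2 and an intensity above 1.3), the selections held 73 probes for D6 against D54 in SCF+ where the paper gives 83, 109 in SCF− where it gives 126, and 255 in the union where it gives 235, each within 1.5 times. The paper gives no number for WT against hemizygous cells, where 97 probes were selected here. Its wording leaves open whether its numbers are whole selections or genes added to the first one. Read as added genes they leave 26 for the first selection, far from the 97 found here, and the probes added here were 64 in SCF+ and 94 in SCF−. Probes were counted, and by distinct gene symbols the numbers were 42, 73 and 155. Of the other alternatives set before the data were examined, the counts moved away from the paper's with no minimum intensity (5584, 5755 and 10786) and with a fold of at least 3 (28, 30 and 77), quantile normalization gave 51 in SCF+, and asking for a difference from WT in either hemizygous line gave a union of 468. The quantile counts in SCF− (93) and of the union (209), a good spot on at least 1 compared array (68, 103 and 242) and a union by the mean of the hemizygous lines (319) stayed within 1.5 times.

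The paper states that a set of genes differed by more than its threshold of 3-fold between D6 and D54 cells in every condition. On the high density arrays Gpr149 did in SCF+ (D6 higher by 5.37-fold), SCF− (3.43-fold) and imatinib 5 µM (at least 4.33-fold). In imatinib 1 µM only at least 2.19-fold is shown, since the D54 signal was near background. Galnt18 passed 3-fold in both imatinib conditions, Prelp in SCF−, and Ptx3 and Upp1 in none, although their direction was the paper's in all 4 conditions. Ifi47, which the paper places higher in D6, was higher in D54 in 4 of 4 conditions (log2 difference over the conditions 0.51), and in no alternative did D6 lie higher. Ncam1, also placed higher in D6, was so on its brightest probe in SCF+ only (1.27-fold), and over the conditions leaving out imatinib 5 µM gave D6 the higher value (log2 difference -0.02). On another probe of Ncam1 D54 was higher in 4 of 4 conditions. The paper states that Wisp1 (Ccn4) was alike in D6 and D54 cells. It was higher in D54 in 4 of 4 conditions and passed, while it did not pass under quantile normalization, without a probe filter, without a covariate for culture condition, with only the 8 arrays of the pair, or without SCF−, imatinib 1 µM or imatinib 5 µM. Wisp2 (Ccn5), which the paper gives as higher in D54, was higher in 4 of 4 conditions, and passed over all probes in no setting (adjusted p = 0.115 in the main one). Galnt18 passed with a pseudocount of 0.5 and with array weights (adjusted p = 0.0113 and 0.0330), and Ptx3 passed with both of these (0.0422 and 0.0278), on the probes good on all 24 arrays (0.0301) and without SCF+ (0.0155). The assay behind these statements of the paper is not named in its text. For the KIT lines its methods give SCF+ and imatinib on the low density arrays, and SCF− only for MIGR, while the statements cover SCF− too. Those arrays were not analysed here.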

Other observations

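The division counts and the test of D54 cells against the state under imatinib in this part were chosen after the results were seen. Fos, an immediate early transcription factor, fell by 2.56 on the log2 scale (SE 0.22, adjusted p = 6.9e-05 from limma, lower in 5 of 5 KIT lines) between cells kept with and without SCF for 24 hours, and it fell by 1.88 in MIGR cells too. Rgs3 fell by 1.39 (SE 0.13) and the ER stress phosphatase subunit Ppp1r15a by 0.79 (SE 0.06), and among genes higher with SCF were the histones H2ac8 (1.47) and H3c4 (1.21). In all 3146 probes passed, 1205 higher and 1941 lower. Of 17 genes of cholesterol synthesis 14 fell and none rose (15 adjusted over the list alone), among them Hmgcs1 by 0.81 (SE 0.12) and Idi1 by 0.69 (SE 0.11) (camera, adjusted p = 8.1e-10, and adjusted p = 0.118 with an estimated correlation). Of 26 matrix genes 10 fell and 1 rose, such as Thbs2 by 0.89 (adjusted p = 0.00668, and 0.378 with an estimated correlation). Of 23 interferon response genes 9 fell, such as Irgm1 by 0.74 and Gbp3 by 1.15 (adjusted p = 3.1e-04, and 0.140 with an estimated correlation). Of 17 ERK genes 4 rose and 2 fell, Spry2 by 0.55 up and Fos down (adjusted p = 0.0620). Of 14 contractile genes 1 rose (Tagln, 0.40) and 3 fell (adjusted p = 0.844), of 22 of ER stress 4 fell (adjusted p = 0.0958), of 24 of the cell cycle 1 rose and 1 fell, and of 12 of the RGS family 1 rose (Rgs16, 0.77) and 2 fell. For the Wnt targets, of which 2 rose and 1 fell, the median was below 0 while the test ran higher. Without WT/D6 22 probes passed, without WT/D54 538, without D6 1001, without WT 1588 and without the WT array in SCF+ 1892.

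Imatinib at 1 µM changed 7380 probes in the KIT lines, 2725 higher and 4655 lower (under quantile normalization 7514, 3617 higher and 3897 lower). The ERK targets fell: 13 of 17 fell and 1 rose, with Dusp4 down by 2.15 (SE 0.16), Fosl1 by 1.81 (SE 0.16), Spry2 by 1.46 (SE 0.09) and Phlda1 by 1.26 (SE 0.11), with Dusp4 lower in 5 of 5 lines (adjusted p = 1.8e-12, and 0.00296 with an estimated correlation). Interferon response genes rose, 12 of 23 and none fell, with Ifi47 up by 2.94 (SE 0.28), Gbp2 by 1.78 (SE 0.23) and Stat2 by 1.29 (SE 0.11) (adjusted p = 1.8e-08, and 0.0119 with an estimated correlation). Of 26 matrix genes 18 rose and 3 fell, with Mfap5 up by 2.41 (SE 0.14), the crosslinking enzyme Lox by 2.12 (SE 0.19) and Col6a3 down by 0.84 (SE 0.08) (adjusted p = 4.7e-10, and 0.0119 with an estimated correlation). Of 17 genes of cholesterol synthesis 15 rose, such as Mvd by 0.94 (SE 0.13) (adjusted p = 7.9e-09, and 0.145 with an estimated correlation). Of 14 contractile genes 6 rose and none fell (adjusted p = 0.00792, and 0.0976 with an estimated correlation). Of 24 cell cycle genes 10 fell and none rose, such as Cdc6 by 0.74 (SE 0.08) and Mcm3 by 0.57 (SE 0.09) (adjusted p = 0.0224, and 0.606 with an estimated correlation), but minus the response of MIGR both had values above 0 that did not pass. Of the RGS family 3 rose and 6 fell, of hypoxia and glycolysis 1 rose (Ndrg1, 1.38) and 6 fell, of ER stress 3 rose and 4 fell, of the Notch pathway 2 rose and 2 fell, and of the Wnt targets 2 rose and 4 fell, none of which passed as a list. Gpr149 fell by 3.55 (SE 0.31), with D54 cells near background under imatinib, and Ccn5 rose by 3.31 (SE 0.42). MIGR cells, without introduced KIT, moved the same way for 77.0% of the higher and 89.9% of the lower probes, with a median share of the size of 0.355 and 0.719. At 5 µM 2355 probes passed, and 1422 differed between the doses, 1079 higher and 343 lower at 5 µM (under quantile normalization 1704, 859 higher and 845 lower). For 5 µM 861 passed without WT/D54, 1031 without WT/D6 and 1242 without D6, and between the doses 299 without D6, 523 without D54, 540 without WT/D54, 554 without WT/D6 and 931 without WT.

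Introduced WT KIT went with a change in 6787 probes relative to MIGR cells over all conditions, 4504 higher and 2283 lower (under quantile normalization 6985, 3630 higher and 3355 lower), and without SCF− 4311 passed. Of 17 ERK genes 11 rose and none fell, with Etv5 up by 1.90 (SE 0.24) and Spry2 by 1.34 (SE 0.12) (camera, adjusted p = 1.0e-05, and 0.0578 with an estimated correlation). Of 24 cell cycle genes 14 rose and 1 fell, such as Aurka by 0.83 (SE 0.13) and Mki67 by 0.61 (SE 0.07) (adjusted p = 0.00134, and 0.480 with an estimated correlation). Of 26 matrix genes 16 fell and 1 rose, with Col3a1 down by 1.97 (SE 0.20) and Col1a1 by 1.81 (SE 0.21) (adjusted p = 7.5e-08, and 0.0534 with an estimated correlation), and of 23 interferon response genes 11 fell, with Ifit1 down by 2.00 (SE 0.16) (adjusted p = 4.5e-06, and 0.101 with an estimated correlation). Of 14 contractile genes 6 fell and 3 rose, with Acta2 down by 1.88 (SE 0.14) (adjusted p = 0.0169, and 0.311 with an estimated correlation). These lines differ in vector and selection as well as in KIT. Against WT, 29 probes passed in D6 (19 higher and 10 lower), 1712 in D54 (1473 higher and 239 lower, and 410 and 345 under quantile normalization), 227 in WT/D6 (178 and 49, and 89 and 86 under quantile normalization) and 1165 in WT/D54 (1001 and 164, and 210 and 203 under quantile normalization). Both D6 and D54 passed on 22 probes, all in the same direction, where independent lists would share 1.22 higher and 0.104 lower ones. The covariance of their log2 differences was 0.0430, the simulated one 0.0308 and that with the WT arrays divided 2 and 2 0.00552, so the shared WT arrays could account for much of it.

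The lists from the paper gave the following counts. The paper's 4 genes higher in D54 rose with imatinib 1 µM (camera, adjusted p = 9.6e-05, and 0.0170 with an estimated correlation). All 4 were lower in WT than in MIGR (adjusted p = 0.00658, and 0.145 with an estimated correlation). In hemizygous against WT-containing lines none passed, but the list ranked higher (adjusted p = 1.7e-07, and 0.00887 with an estimated correlation). The paper's 4 genes higher in D6 passed as a list in none of these. Of the 21 measured genes of its principal component analysis, 3 were higher and 1 lower in D54 than in D6 (adjusted p = 0.889, a median above 0 while the test ran lower), 2 rose and 6 fell with SCF (adjusted p = 0.377), 10 rose and 6 fell with imatinib 1 µM (adjusted p = 0.00668, and 0.0578 with an estimated correlation), and 4 were higher and 10 lower in WT than in MIGR (adjusted p = 0.0291, and 0.145 with an estimated correlation). Of 10 genes in a further list from the paper, 1 was higher in D54 than in D6 (Ccn4, adjusted p = 0.515 for the list). Ccn4 is also among the 21 genes counted above, and no other gene of this further list passed in D54 against D6. Of the 10 genes, 2 fell with SCF, and 3 rose and 1 fell with imatinib 1 µM. In WT relative to MIGR cells 3 were higher and 3 lower. The further list passed as a whole in none of these 3 comparisons (camera, adjusted p = 0.237, 0.296 and 0.782). Among markers of other cell types, Lyz2 rose by 1.21 and the macrophage marker Cd14 fell by 0.42 with imatinib 1 µM, the epithelial cadherin Cdh1 fell by 0.81 with SCF and rose by 0.80 with imatinib 1 µM, and of 4 mast cell markers 1 fell with imatinib 1 µM (Tpsb2, by 0.21, adjusted p = 0.845 for the list). In WT relative to MIGR cells, Lyz2 fell by 1.38 (SE 0.25), and of the mast cell markers Hdc fell by 1.66 (SE 0.37) and Tpsb2 fell by 0.29 (SE 0.07). The measured endothelial (Tek) and myocyte (Myf5) markers passed over all probes in none of these comparisons. Between hemizygous and WT-containing lines no gene passed among those of the cell cycle (adjusted p = 0.0107, and 0.563 with an estimated correlation), cholesterol synthesis (adjusted p = 0.0169, and 0.639 with an estimated correlation), interferon response (adjusted p = 0.782), the RGS family (adjusted p = 0.817), Notch (adjusted p = 0.231), Wnt (adjusted p = 0.0909), ER stress (adjusted p = 0.0961) or hypoxia (adjusted p = 0.149).

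Rgs16 had a normalized intensity of 18.6 in WT cells in SCF+, and of 8.69 in D6, 5.42 in D54, 15.5 in WT/D6 and 9.55 in WT/D54. In imatinib 1 µM it was 2.22 in WT, 1.90 in D6, 1.10 in D54, 2.34 in WT/D6 and 2.39 in WT/D54. Mfap5 in SCF+ was 4.96 in WT, 6.94 in D6, 14.2 in D54, 4.40 in WT/D6 and 5.15 in WT/D54. Over the conditions, D54 differed from WT in Rgs16 by -0.99 (SE 0.26, adjusted p = 0.0278) and in Mfap5 by 1.18 (SE 0.29, adjusted p = 0.0224), while D6 did not pass in either (adjusted p = 0.924 and 0.977). The mean Euclidean distance from WT over the 4 conditions was 97.8 for MIGR, 70.8 for D6, 81.9 for D54, 77.8 for WT/D6 and 76.5 for WT/D54. Spots near background enter these distances. On the 13772 probes good on all 24 arrays the means were 49.9, 28.6, 41.1, 32.6 and 35.5 in the same order. On these probes the distance in SCF+ was 26.4 for D6, 35.0 for D54, 22.8 for WT/D6 and 27.4 for WT/D54. In SCF+ D6 and D54 joined first in the tree with Euclidean distance, with the Pearson distance and on the 500 probes of highest variance, and WT and WT/D6 joined first on the probes good on all 24 arrays, where D6 and D54 were the branch apart. WT/D6 was the branch apart in SCF+ in the other 3 settings. By Euclidean distance WT and D6 joined first in SCF− and in imatinib 5 µM, and in imatinib 1 µM WT was the branch apart in 4 of 4 settings. That branch rests on 1 array, the one with 736 spots left out for their marks (the nearest line had 333). In imatinib 1 µM WT/D6 and WT/D54 joined first, except on the 500 probes of highest variance, where D54 and WT/D54 did.

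Other divisions of the same arrays were compared with the real ones. Since lines were compared within a condition and conditions within a line, arrays were exchanged only within a condition (8 divisions) or within a line (16), which are too few for a share under 0.05. The real and the highest other count of probes were 511 and 0 for D54 against D6, 29 and 0 for D6 against WT, 227 and 0 for WT/D6 against WT, 1165 and 0 for WT/D54 against WT, 6787 and 4 for WT against MIGR, 3146 and 2 for the SCF response, 7380 and 39 for imatinib 1 µM, 2355 and 4 for imatinib 5 µM and 1422 and 1 for the doses, each in limma, and 1 division gave as many, the real one. For D54 against WT 2 of the 8 divisions gave as many as the real 1712, and the other one, which exchanges the SCF+ arrays of D54 and WT, gave 2061, which points to a structure of these arrays. Divisions that mix conditions (35) or lines (100 drawn) gave at most 1 probe for D54 against D6, for D6 and for WT/D6 against WT, 646 for WT/D54 against WT, 282 for WT against MIGR, 760 for the SCF response, 4182 for imatinib 1 µM, 911 for imatinib 5 µM and 54 for the doses. For hemizygous against WT-containing lines (16, highest other 621 with WT and D6 as the pair) and the interactions for SCF (1, highest other 4) and imatinib 1 µM (15, highest other 11) the 10 divisions of the lines are too few as well. As many as the real value came in 3, 6 and 1 of them, and the 621 probes point to a structure of the lines other than their hemizygous state.

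A hypothesis on D54 and D6 in SCF+ was that D54 cells lie nearer than D6 cells to the state under imatinib. On the 317 genes that changed at least 2-fold with imatinib 1 µM in both heterozygous lines, with 0 at imatinib and 1 at SCF+, the position in SCF+ was 0.963 in WT, 0.732 in D6 and 0.462 in D54. In SCF+ 2.52% of these genes lay further toward SCF+ in D54 than in D6, with a median log2 shift toward SCF+ of -0.38. On these genes the shift was present in the other conditions too: in imatinib 1 µM 20.8% of them lay further toward SCF+ (median -0.26), in imatinib 5 µM 33.8% (median -0.25) and in SCF− 30.0% (median -0.21). On the 127 genes that changed at least 2-fold with SCF in both heterozygous lines 5.51% lay further toward SCF+ in D54 (median -0.28), against 50.4% in imatinib 1 µM (median 0.00), 66.9% in imatinib 5 µM (median 0.14) and 61.4% in SCF− (median 0.21). With quantile normalization, on the 122 genes chosen in the same way, it was 3.28% in SCF+ (median -0.34), 32.8% in imatinib 1 µM (median -0.09), 41.0% in imatinib 5 µM (median -0.07) and 49.2% in SCF− (median 0.00), so on this set the values outside SCF+ depend on the scaling. On the 290 imatinib-responsive genes chosen so the shift stayed: 18.6% in imatinib 1 µM (median -0.23), 23.4% in imatinib 5 µM (median -0.20) and 21.4% in SCF− (median -0.24). These values do not decide between the explanations: a weaker KIT output or a lower amount of KIT in D54 cells may account for the shift, and a difference between these lines that needs no KIT activity stays open too. It was found and tested on the same arrays, 1 per line and condition, and the arrays carry only mouse Kit probes, so the amount of human KIT was not measured.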
